# Retention of OsNMD3 in the cytoplasm disturbs protein synthesis efficiency and affects plant development in rice

**DOI:** 10.1093/jxb/eru150

**Published:** 2014-04-10

**Authors:** Yanyun Shi, Xiangling Liu, Rui Li, Yaping Gao, Zuopeng Xu, Baocai Zhang, Yihua Zhou

**Keywords:** Agronomic trait, dominant negative, OsNMD3, ribosome biogenesis, rice, translational efficiency.

## Abstract

The ribosome is the basic machinery for translation, and biogenesis of ribosomes involves many coordinated events. However, knowledge about ribosomal dynamics in higher plants is very limited. This study chose a highly conserved *trans*-factor, the 60S ribosomal subunit nuclear export adaptor NMD3, to characterize the mechanism of ribosome biogenesis in the monocot plant *Oryza sativa* (rice). *O. sativa* NMD3 (OsNMD3) shares all the common motifs and shuttles between the nucleus and cytoplasm via CRM1/XPO1. A dominant negative form of OsNMD3 with a truncated nuclear localization sequence (OsNMD3^ΔNLS^) was retained in the cytoplasm, consequently interfering with the release of OsNMD3 from pre-60S particles and disturbing the assembly of ribosome subunits. Analyses of the transactivation activity and cellulose biosynthesis level revealed low protein synthesis efficiency in the transgenic plants compared with the wild-type plants. Pharmaceutical treatments demonstrated structural alterations in ribosomes in the transgenic plants. Moreover, global expression profiles of the wild-type and transgenic plants were investigated using the Illumina RNA sequencing approach. These expression profiles suggested that overexpression of OsNMD3^ΔNLS^ affected ribosome biogenesis and certain basic pathways, leading to pleiotropic abnormalities in plant growth. Taken together, these results strongly suggest that OsNMD3 is important for ribosome assembly and the maintenance of normal protein synthesis efficiency.

## Summary

Trapping OsNMD3 in the cytoplasm by overexpression of the truncated nuclear localization sequence form in rice alters ribosome assembly and protein synthesis efficiency, leading to pleiotropic abnormalities in plant growth.

## Introduction

The ribosome, an apparatus for translation, is universally composed of one large and one small subunit. In bacteria, the large (50S) and small (30S) subunits contain three rRNAs (23S and 5S in the 50S subunit and 16S in the 30S subunit) and tens of ribosomal proteins (RPs), whereas eukaryotic large (60S) and small (40S) subunits are assembled by rRNAs of different sizes (25S, 5.8S, and 5S for the 60S subunit and 18S rRNA for the 40S subunit) and a different number of RPs (Trapman *et al.*, 1975; Shajani *et al.*, 2011). Both subunits have distinct functions: the small subunit is responsible for decoding genetic information, whereas the large subunit is required for polypeptide synthesis (Steitz, 2008; Schmeing and Ramakrishnan, 2009). As the basic machinery for protein synthesis, increasing evidence has demonstrated that ribosome biogenesis is pivotal for human health and organism growth. Mutations in any essential components interfere with protein synthesis and cause genetic diseases in humans and growth abnormalities in plants.

However, the process of ribosome biogenesis is very complicated and highly coordinated. Although studies on prokaryotic and yeast ribosome structure and function over the past 50 years have provided insights into the mechanisms of ribosome biogenesis, knowledge about ribosome dynamics remains rudimentary. It is known that ribosome biogenesis begins with the transcription of pre-rRNA and the assembly of pre-ribosome particles in the nucleolus followed by transport from the nucleus and maturation in the nucleoplasm and/or cytoplasm (Kressler *et al.*, 2010; Panse and Johnson, 2010). In addition to pre-rRNA processing, folding, and interaction with ribosomal proteins, eukaryotic ribosome biogenesis requires the involvement of more than 200 nonribosomal factors. The functions of these *trans*-acting factors include modification, intracellular transport, and energy production (Kressler *et al.*, 2010; Panse and Johnson, 2010), and some of these roles are highly conserved in eukaryotic organisms.

Nuclear export of the 60S subunit is a relatively well-studied process related to ribosome biogenesis in yeast and animal cells. The *trans*-acting factors XPOl/CRM1, the GTPase Ran, and export adaptors are required for this process (Thomas and Kutay, 2003). In eukaryotic cells, three different types of nuclear export adaptors have been reported: NMD3, which acts as a bridge between CRM1 and the 60S particle (Ho *et al.*, 2000; Hedges *et al.*, 2006), Mex67-Mtr2, which binds to nucleoporins and 5S rRNA (Strässer *et al.*, 2000; Yao *et al.*, 2007), and Arx1, which interacts with RPL25 (Hung and Johnson, 2006; Bradatsch *et al.*, 2007). Among the three factors, NMD3 is highly conserved across yeast, animals, and plants, not only with respect to protein structure but also with respect to the function. NMD3 was first identified as a component of the nonsense-mediated mRNA decay (NMD) pathway (He and Jacobson, 1995) and was further demonstrated to be involved in 60S pre-ribosome export and maturation (Belk *et al.*, 1999; Ho and Johnson, 1999; Sengupta *et al.*, 2010). Due to the presence of a nuclear localization sequence (NLS) and a nuclear export sequence (NES) at the C terminus, NMD3 can shuttle in and out of the nucleus (Ho *et al.*, 2000; Gadal *et al.*, 2001). The leucine-rich NES was further found to interact with CRM1 and mediate the export of the 60S subunit from the nucleus (Gadal *et al.*, 2001; Hedges *et al.*, 2006). Deletion of the C-terminal NES from NMD3 resulted in accumulation of RPL25 in the nucleus (Ho *et al.*, 2000). The N-terminal NMD3 is also highly conserved and contains four Cys–*X*2–Cys repeats, which are most likely essential for its interaction with rRNA and/or RPs of 60S subunits (Teakle and Gilmartin, 1998). Following nuclear export, the pre-60S particles mature in the cytoplasm via removal of NMD3 through interaction with RPL10 and the GTPase Lsg1. NMD3 is one of the factors that blocks the interface of the 60S subunit to prevent it from binding to 40S subunits (Gartmann *et al.*, 2010; Sengupta *et al.*, 2010). Removal of NMD3 is thus an important cytoplasmic maturation step of 60S subunits and represents a critical checkpoint for quality control of nascent ribosomes and ensuring translational competence (Karbstein, 2013). Recently, an increasing number of studies have focused on cytoplasmic maturation events due to their importance and complexity (Panse and Johnson, 2010). Disruption of the components involved in cytoplasmic maturation will lead to the inability to assemble functional ribosomes, leading to a human health crisis (Burwick *et al.*, 2011; Vlachos *et al.*, 2012).

The current knowledge of ribosome biogenesis is mainly based on studies in yeast and animals (Byrne, 2009), although increasing evidence has shown that ribosomal proteins play essential roles in plant growth (Degenhardt and Bonham-Smith, 2008; Pinon *et al.*, 2008; Horiguchi *et al.*, 2011; Szakonyi and Byrne, 2011). The NMD3 protein was found to be evolutionarily conserved in yeasts, animals, and plants, and it has been annotated in many plant species. As a conserved *trans*-acting factor, NMD3 may provide a breakthrough point for the investigation of ribosome biogenesis in plants, of which the relevant knowledge is very limited. A pioneering work conducted on *Arabidopsis* NMD3 revealed that this protein is involved in CRM1-mediated nuclear export of the 60S subunit; however, the detailed mechanism of this process may be different from that in yeast and animals (Chen *et al.*, 2012). Overexpression of a NES-deleted form of AtNMD3 induced the accumulation of RPL28A-YFP in the nucleus and caused a defect in secondary-cell-wall thickening. This study demonstrated the function of AtNMD3 in pre-60S nuclear export. However, the role of AtNMD3 in pre-60S maturation remains elusive. Rice is an important crop and a model organism of the Gramineae, and it possesses one conserved NMD3 sequence. It will be interesting to investigate whether this protein performs a related and/or distinct function from NMD3 proteins reported in other species.

This work characterized the identity and function of *Oryza sativa* NMD3 (OsNMD3) by transient expression of its wild-type, NES-deleted, and NLS-deleted forms in rice protoplasts and by generation of transgenic plants harbouring the related transgenes. Overexpression of the NLS-truncated form of OsNMD3 trapped the resulting protein in the cytosol and interfered with pre-60S ribosome maturation and translational efficiency. Through RNA sequencing and phenotype characterization, changes in gene expression and important agronomic traits have been analysed. These studies enhance the understanding of the mechanisms of plant ribosomal biogenesis and provide the opportunity for improving agronomic traits via manipulation of protein synthesis.

## Materials and methods

### Plant materials and growth conditions

For generation of the transgenic plants, the full length CDS of wild-type *OsNMD3* as well as the NLS-truncated form were amplified by PCR using the primers (Supplementary Table S1 available at *JXB* online). After sequencing confirmation, the fragments were in-frame fused with GFP at the C-terminus and inserted between the CaMV 35S promoter and the nopaline synthase (NOS) terminator in the *pCAMBIA* 1300 vector. The resulting constructs were transfected into *Agrobacterium tumefaciens* EHA105 and introduced into the wild-type variety Nipponbare. The transgenic plants were cultivated in experimental fields of the Institute of Genetics and Developmental Biology in Beijing or Sanya (Hainan Province, China) during natural growing seasons.

### Bioinformatics analysis

Annotation of OsNMD3 was performed using the Rice Genome Annotation Project (http://rice.plantbiology.msu.edu/). Pfam (www.sanger.ac.uk) and SMART (http://smart.embl-heidelberg.de) searching were used to predict the motifs of OsNMD3. An unrooted phylogenetic tree of NMD3 homologues was generated using MEGA 5 with 1000 bootstrap replicates (Tamura *et al.*, 2011). Bootstrap values are presented as percentages. Multiple alignments were constructed with the ClustalX and Jalview programs (Waterhouse *et al.*, 2009).

### Rice protoplast transformation

GFP was fused to the C-terminus of wild-type OsNMD3 as well as the NLS-truncated and NES-truncated forms. The genes were inserted between the CaMV 35S promoter and the NOS terminator in the pUC18 vector. The generated constructs were transformed into rice protoplasts, which were isolated from wild-type plants as previously described (Zhou *et al.*, 2009). A vector harbouring GFP alone was transformed into the same protoplasts, serving as a negative control. Nuclei were stained with 4′,6-diamidino-2-phenylindole (DAPI, 1 μg ml^–1^, Sigma). The fluorescent signals were observed with a confocal laser scanning microscope (Leica TCS SP5).

For the transactivation assay, protoplasts were prepared from 14-d-old wild-type and transgenic L1 seedlings as described above. Reporter plasmid DNA (6 μg, containing a 5× upstream activating sequence and a 35S promoter driving firefly luciferase) and effector plasmid DNA (containing a 35S promoter driving the GAL4 DNA-binding domain fused VP16) (Ohta *et al.*, 2000) were cotransformed by the PEG method (Zhou *et al.*, 2009). The transformation efficiency was normalized by introducing 0.1 μg pPTRL vector plasmid DNA (containing a 35S promoter driving a *Renilla* luciferase gene) as an internal control. The transformed protoplasts were incubated at 28 °C for 18h. The firefly luciferase activity was detected using the GloMax 20/20 Luminometer according to the operation manual provided with the dual-luciferase reporter assay system (Promega). Data were presented as mean of three biological replicates.

### Ribosome profile analysis

Isolation of plant ribosomes by sucrose density-gradient centrifugation was carried out as described previously (Mustroph *et al.*, 2009) with some minor modifications. Ten-d-old seedlings (6g) were ground in liquid nitrogen and homogenized in 25ml ribosome extraction buffer (0.2M Tris pH 9.0, 0.2M KCl, 0.025M EGTA, 0.035M MgCl_2_, 1% Triton X-100, 1% Brij-35, 1% NP40, 1% Tween 20, 1% sodium deoxycholate, 1% polyoxyethylene 10 tridecyl ether, 5mM dithiothreitol (DTT), 50 μg ml^–1^ cycloheximide, 50 μg ml^–1^ chloramphenicol, 1mM phenylmethylsulphonyl fluoride, 0.5 μg ml^–1^ heparin). The samples were incubated on ice for 10min with occasional shaking. After filtering through four layers of sterile Miracloth, the mixture was centrifuged at 10 000 *g* (4 °C) for 30min. The supernatant (20ml) was overlaid on the top of sucrose cushion buffer (0.4M Tris pH 9.0, 0.2M KCl, 5mM EGTA, 35mM MgCl_2_, 1.75M sucrose, 5mM DTT, 50 μg ml^–1^ cycloheximide, 50 μg ml^–1^ chloramphenicol) and centrifuged at 116 000 *g* (4 °C) for approximately 18h. The pellet was resuspended in cold resuspension buffer (0.2M Tris pH 9.0, 0.2M KCl, 25mM EGTA, 35mM MgCl_2_, 5mM DTT, 50 μg ml^–1^ cycloheximide, 50 μg ml^–1^ chloramphenicol) and incubated on ice for 30min. After separation at 12 000 *g* (4 °C) for 2min, the supernatant (300 μl) was layered on a sucrose gradient (5–50% sucrose, 0.2M Tris (pH 8.4), 0.2M KCl, 0.1M MgCl_2_, 5 μg ml^–1^ cycloheximide, 5 μg ml^–1^ chloramphenicol), and centrifuged at 116 000 *g* (4 °C) for 150min using a Beckman SW41 Ti rotor. Gradient fractions were collected manually (BioComp Gradient Fractionator) from the top of the gradient. The optical density of each fraction was measured by UV absorbance at 260nm. Proteins in each fraction were precipitated in two volumes of 99% ethanol at 4 °C overnight. After washing once with 70% ethanol, the protein pellets were separated by 12% sodium dodecyl sulphate-polyacrylamide gel electrophoresis (SDS-PAGE) and probed with the primary antibodies anti-OsNMD3, anti-hsRPL4, anti-hsRPS14, and anti-GFP followed by a horseradish peroxidase-conjugated anti-rabbit IgG secondary antibody. The anti-hsRPL4 and anti-hsRPS14 were purchased from Proteintech and the anti-GFP was purchased from Roche.

### Western blotting

The nuclear proteins were extracted as previously described (Choudhary *et al.*, 2009). The protein samples were separated by SDS-PAGE, transferred onto nitrocellulose membranes, and analysed by protein blotting with anti-OsNMD3, anti-GFP, anti-Histone3, anti-RbcL, anti-hsRPL4, and anti-hsRPS14 antibodies, respectively. The anti-Histone3 and anti-RbcL were purchased from Agrisera. The secondary antibody, horseradish peroxidase-conjugated anti-rabbit IgG, was used for staining.

### Protein interaction assay

A luciferase complementation image assay was employed to investigate the interaction of OsNMD3 with RPLs (Chen *et al.*, 2008). The CDS of *OsNMD3*, *RPL10Ac1*, *RPL10B*, *RPL10C*, *RPL27Ab*, *RPL27Ac1*, and *RPL27Ac2* were amplified with the relevant primers (Supplementary Table S1) and inserted into pNLuc and pCLuc vectors. The sequences were verified, and the vectors were then introduced into *A. tumefaciens* EHA105. The leaves of 1-month-old *Nicotiana benthamiana* plants were infected with strains containing the constructs. After infection, the plants were maintained in the dark for 12h and subsequently incubated for additional 60h at a normal condition. The infected leaves were sprayed with 1mM luciferin and exposed under a low-light cooled CCD apparatus (NightOWL II LB983) for 10min. The images were harvested using IndiGO software.

### Pharmaceutical treatments

The germinated seeds of wild-type and transgenic plants were cultivated in liquid medium (l^–1^: 80mg NH_4_NO_3_, 93mg NaH_2_PO_4_·2H_2_O, 52.4mg K_2_SO_4_, 44.2mg CaCl_2_·2H_2_O, 122mg MgCl_2_·6H_2_O, 19mg FeEDTA, 3.01mg H_2_BO_3_, 2.17mg MnSO_4_· 5H_2_O, 0.075mg CuSO_4_·5H_2_O, 0.2008mg ZnSO_4_·7H_2_O, 0.024mg Na_2_MoO_4_) for 4 days. Then, the seedlings were cultivated in the liquid medium containing various concentrations of each antibiotic (0.8 μM cycloheximide, 1 μg ml^–1^ chloramphenicol, 50 μg ml^–1^ gentamicin, 100 μg ml^–1^ spectinomycin, 50 μg ml^–1^ spiramycin, 20 μg ml^–1^ tetracycline, 20 μM 5-fluorouracil) for 6 days. Cycloheximide and 5-fluorouracil were purchased from Sigma. The aerial parts of seedlings were cut and weighed. The relative freshweight was calculated by considering the freshweight without treatment as the reference. Data were presented as mean of 40 seedlings with standard errors.

### RNAseq analysis

Total RNA was extracted from the second internodes of development-matched wild-type and transgenic plants. The oligo(dT)-enriched mRNA was fragmented into segments approximately 200 nucleotides in length for cDNA synthesis. The library was then constructed and sequenced using an Illumina HiSeq 2000 instrument (BGI-Shenzhen). The raw sequence data were collected and filtered. Clean reads were obtained for the wild-type and L1 and L2 samples. After aligning to the rice reference cDNAs (MSU version 6.1) using SOAP aligner/soap2 (Li *et al.*, 2009), 6.35, 6.56, and 6.60 million reads from wild-type, L1 and L2 plants were evenly mapped. Level of gene expression was calculated using the RPKM (per kb per million reads) method. The significance of differentially expressed genes (DEGs) was determined as described previously (Audic and Claverie, 1997) using the criteria of false discovery rate <0.001 and absolute value of the log2 ratio >1. To perform pathway enrichment analysis using the Kyoto Encyclopaedia of Genes and Genomes (KEGG) database (http://www.genome.jp/kegg/), all 12342 DEGs were used to identify the significantly enriched metabolic or signal transduction pathways compared with the whole-genome background: 35 and 29 pathways were significantly enriched, with Q values <0.05. DEGs with more than 2-fold alterations are listed in Supplementary Data S1 and S2. The complete datasets are available under GEO accession number GSE55234 (http://www.ncbi.nlm.nih.gov/geo).

### Gene expression analysis

Total RNA was extracted from the second internodes of 2-month-old wild-type and transgenic plants using Plant RNA Purification Reagent (Invitrogen). Reverse transcription was conducted with 2 μg total RNA using a reverse transcriptional kit (Promega). Quantitative real-time PCR (qRT-PCR) was performed with a cycler apparatus (Bio-Rad) using FastStart Universal SYBR Green Master (Roche). The amplification protocol was 94 °C for 20 s and 40 cycles at 94 °C for 20 s, 58 °C for 20 s, and 72 °C for 20 s. The housekeeping gene *UBQ5* that has stable expression levels according to the RNAseq data was chosen as an internal control for normalization. Data were presented as mean of three replicates. The primer sequences are given in Supplementary Table S2 available at *JXB* online.

## Results

### A conserved NMD3 protein is found in rice

NMD3 is one of the highly conserved *trans*-acting factors and mediates the nuclear export of the 60S ribosomal subunit from yeast to plants (Ho and Johnson, 1999; Thomas and Kutay, 2003; Chen *et al.*, 2012). Through a BlastP search of the rice genome, the current work identified only one annotated NMD3 sequence with an open reading frame located at the locus LOC_Os10g42320 (Rice Genome Annotation Project, http://rice.plantbiology.msu.edu/) or Os10g0573900 (National Center for Biotechnology Information, http://www.ncbi.nlm.nih.gov/). 

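In the tables of reads per gene deposited by the authors, LOC_Os10g42320 is listed with a length of 2498 nt and the description nonsense-mediated mRNA decay protein 3. The number in its identifier places it on chromosome 10 of the MSU annotation, and its start and end were not used here. In RNA of second internodes, 119 reads mapped uniquely to it in the wild-type library, 1227 in the L1 library and 703 in the L2 library, of 6.03 M, 6.28 M and 6.25 M reads on all genes, where M is the prefix mega.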

An unrooted phylogenetic tree was further constructed including the NMD3 from 18 representative species of bacteria, animals, and plants using the neighbour-joining method (Supplementary Fig. S1A). OsNMD3 was clustered with sorghum NMD3 (SbNMD3) into a monophyletic clade that arose before the divergence of monocot and dicot phyla. Despite different evolutionary scenarios, OsNMD3 is conserved among the examined species. Within the length of 523 amino acids, OsNMD3 has four cysteine repeat motifs (Cx_2_C) at the N-terminus with an NLS (414–430 aa) and a leucine-rich NES (494–503 aa) at the C-terminus (Supplementary Fig. S1B). These motifs are highly conserved among all eukaryotic cells, indicating that OsNMD3 may play roles in 60S ribosome dynamics that are similar to those reported in other species.

### OsNMD3 is nucleocytoplasmically localized and shuttles via CRM1/XPO1

The presence of NES and NLS motifs indicates that OsNMD3 is nucleocytoplasmically localized. This work therefore fused the green fluorescent protein (GFP) to the C-terminus of full-length OsNMD3 (OsNMD3GFP) and to the C-terminus of truncated OsNMD3 lacking either the NES (OsNMD3^ΔNES^GFP) or NLS (OsNMD3^ΔNLS^GFP) and transiently expressed the resulting constructs in rice protoplasts. Fluorescent signals of OsNMD3GFP were observed in both the nucleus and cytoplasm (Fig. 1A), whereas those of OsNMD3^ΔNES^GFP and OsNMD3^ΔNLS^GFP were trapped in the nucleus and cytoplasm, respectively (Fig. 1B, C).

**Fig. 1.**
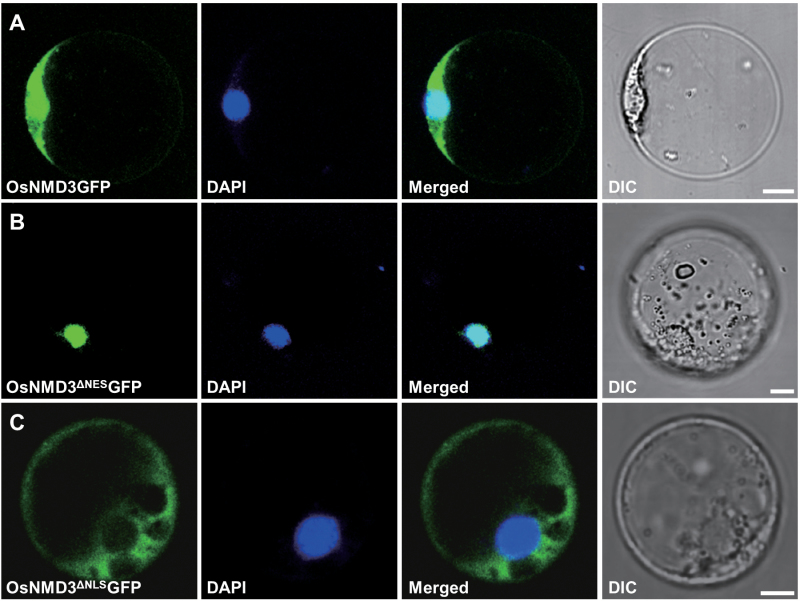
OsNMD3 is nucleocytoplasmically localized. (A–C) Rice protoplast cells expressing OsNMD3GFP (A), OsNMD3^ΔNES^GFP (B), and OsNMD3^ΔNLS^GFP (C). The cells are stained with DAPI to visualize the nucleus. GFP and DAPI signals are merged, and differential interference contrast (DIC) images are also shown. Bars, 5 µm.

It has been reported that yeast NMD3 (ScNMD3) acts as a bridge between pre-60S subunits and the nuclear export factor CRM1/XPO1, and leptomycin B (LMB) could block this process (Ho *et al.*, 2000; Gadal *et al.*, 2001; Kressler *et al.*, 2010). To investigate whether OsNMD3 shares a similar export pathway with ScNMD3, the current work treated rice protoplasts transiently expressing OsNMD3GFP with LMB and examined the distribution of GFP signals. In contrast to the control cells expressing GFP only, which showed GFP signals in both the nucleus and cytoplasm (Fig. 2C, D), the OsNMD3GFP signals were retained in the nucleus after treatment (Fig. 2A, B). Taken together, these data indicate that OsNMD3 shuttles between the nucleus and cytoplasm via CRM1/XPO1 and functions as a nuclear export adaptor for 60S ribosomal subunits.

**Fig. 2.**
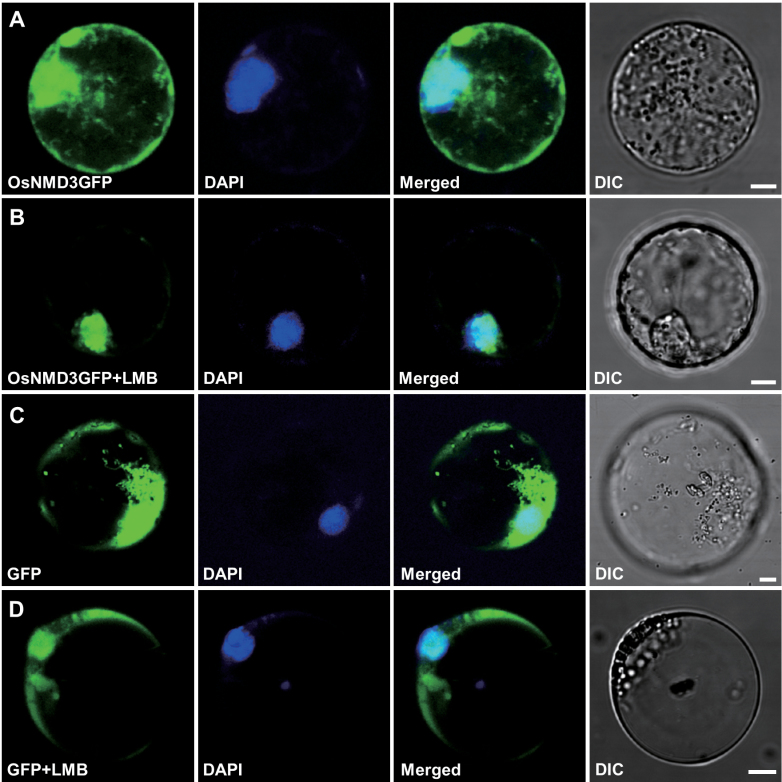
The effects of leptomycin B (LMB) on OsNMD3 distribution. (A and B) Rice protoplast cells expressing OsNMD3GFP were untreated (A) or treated (B) with LMB (+LMB). (C and D) Rice protoplast cells expressing GFP only were untreated (C) or treated (D) with LMB (+LMB) for use as a negative control. Bars, 5 μm.

### Generation of rice plants expressing a dominant negative form of OsNMD3

To genetically investigate the functions of OsNMD3 in ribosomal dynamics in rice plants, this work employed a dominant negative strategy by overexpression of the GFP-fused wild-type (*OsNMD3GFP*) and NLS (414–430 aa) truncated forms (*OsNMD3* ^*ΔNLS*^ *GFP*) in Nipponbare. The phenotypes of the transgenic plants were examined in the T2 generation. As shown in Fig. 3, the plants expressing *OsNMD3* ^*ΔNLS*^ *GFP* showed dwarfism. From two representative lines (L1 and L2), the plant size of L1 was obviously small compared with that of the wild type (Fig. 3A). The abnormality was more severe in L2, as the expression level of *NMD3* ^*ΔNLS*^ *GFP* was further increased in line 2 (L2, Fig. 3B). The L2 plants exhibited pleiotropic phenotypes, including dwarfism and sterility, and they rarely lived to maturity. An observation of the GFP signals in the root cells of these transgenic plants revealed that OsNMD3^ΔNLS^ was localized in the cytoplasm (Fig. 3C, D), consistent with the findings obtained with transient expression (Fig. 1C). However, the plants expressing *OsNMD3GFP* exhibited a wild-type appearance, although the expression level of *OsNMD3* in the transgenic plants was significantly upregulated. The GFP signals in these transgenic plants were found in the cytoplasm and nuclei (Supplementary Fig. S2).

**Fig. 3.**
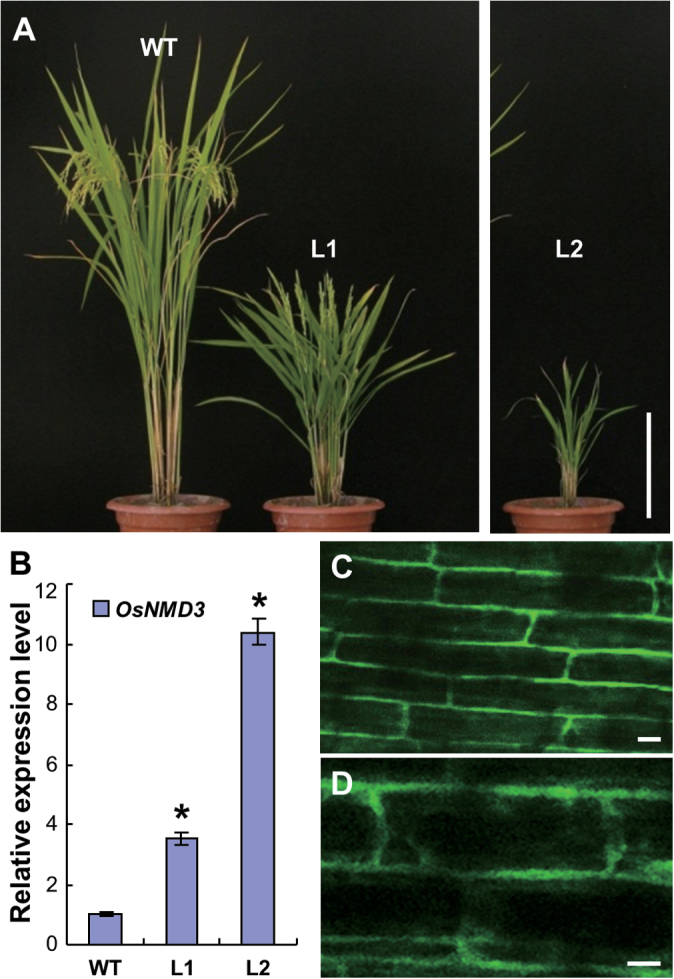
Expression of *OsNMD3* ^*ΔNLS*^ *GFP* affects plant growth. (A) Three-month-old wild-type and transgenic plants expressing *OsNMD3* ^*ΔNLS*^ *GFP*; L1 and L2 are two separate transgenic lines. (B) Relative expression of *OsNMD3* in wild-type and two transgenic lines; data are mean±SE (*n*=3, *P<0.01 by Student’s *t*-test). (C and D) OsNMD3^ΔNLS^GFP signals in the root cells (C); an enlarged image is also shown (D). Bars, 25cm (A) and 10 μm (C and D).

### OsNMD3^ΔNLS^ alters the ribosome profile

To elucidate the molecular basis underlying the abnormalities observed in plants expressing *OsNMD3* ^*ΔNLS*^, several biochemical experiments were conducted. Because the L2 plants were sterile and it was difficult to collect enough material, the following biochemical analyses were performed in wild-type and L1 plants. First, the total proteins extracted from the wild-type and L1 plants were separated into cytoplasmic and nuclear fractions. The success of fractionation was demonstrated by probing both fractions with anti-RbcL and anti-histone3 antibodies, which are markers for the cytosol and nucleus, respectively (Fig. 4A). OsNMD3^ΔNLS^ proteins were detected in the cytosolic fraction with anti-GFP antibodies (Fig. 4A). To examine the endogenous level of OsNMD3, a specific antibody targeted against OsNMD3 was generated using a peptide containing the amino acid residues 415–518 as an antigen. This antibody produced a marked band with a molecular weight of 60kDa in the wild-type plants (Fig. 4B), which is consistent with the predicted molecular weight of OsNMD3, indicating the specificity of this antibody. This antibody labelled the endogenous OsNMD3 in the cytoplasmic and nuclear fractions of wild-type plants, and it labelled a majority of OsNMD3^ΔNLS^ in the cytoplasm of transgenic plants (Fig. 4B, C). In addition, overexpression of *OsNMD3* ^*ΔNLS*^ altered the distribution of endogenous OsNMD3 in the cytoplasm and nucleus (Fig. 4B, C). The band detected in the cytosolic fraction at a molecular weight of 70kDa might be a degraded OsNMD3^ΔNLS^GFP or nonspecific signal.

**Fig. 4.**
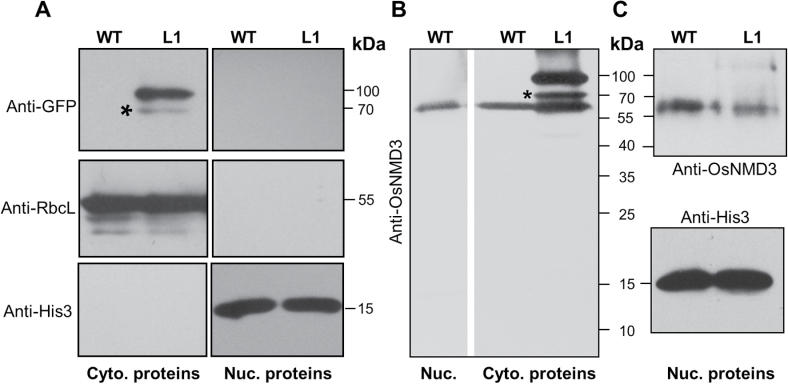
Immunodetecting OsNMD3 and OsNMD3^ΔNLS^ in wild-type and *OsNMD3* ^*ΔNLS*^ *GFP* transgenic plants. (A–C) Protein gel blotting of cytoplasmic and nuclear proteins extracted from wild-type (WT) and transgenic (L1) plants with the indicated antibodies. Cyto., cytoplasmic; nuc., nuclear. Asterisks indicate degraded OsNMD3^ΔNLS^GFP or nonspecific signals. Molecular weights are indicated at the right of each image.

This work further analysed the polysome profiles by ultracentrifugation of the ribosome particles from the wild-type and L1 plants on sucrose density gradients. As shown in Figure 5A, which illustrates one representative result of three independent replicates, there was a slight decrease in free 60S ribosomal subunits and polysomes in the L1 plants. The protein compositions of the gradient fractions were further determined by protein gel blotting. By probing the sucrose gradients of wild-type plants with anti-OsNMD3 antibodies, the majority of endogenous OsNMD3 was observed to cosediment with the free 60S subunits and was absent in the polysome fractions (Fig. 5B). The large ribosomal protein 4 (RPL4) and small ribosomal protein 14 (RPS14) were used as markers to monitor the sedimentation of 60S and 40S ribosomes, respectively (Fig. 5B). In the transgenic plants, the anti-GFP antibody recognized OsNMD3^ΔNLS^ in 60S subunits and polysomes, while anti-OsNMD3 antibodies labelled both the exogenous and endogenous OsNMD3 in the same fractions (Fig. 5C). The presence of OsNMD3 in polysomes suggested that overexpression of *OsNMD3* ^*ΔNLS*^ *GFP* interfered with the release of OsNMD3 from the 60S subunits. In addition, the distribution and abundance of RPL4 in the gradients was obviously altered (Fig. 5C). Therefore, OsNMD3^ΔNLS^ affected the release of OsNMD3 from 60S subunits and altered the ribosomal assembly.

**Fig. 5.**
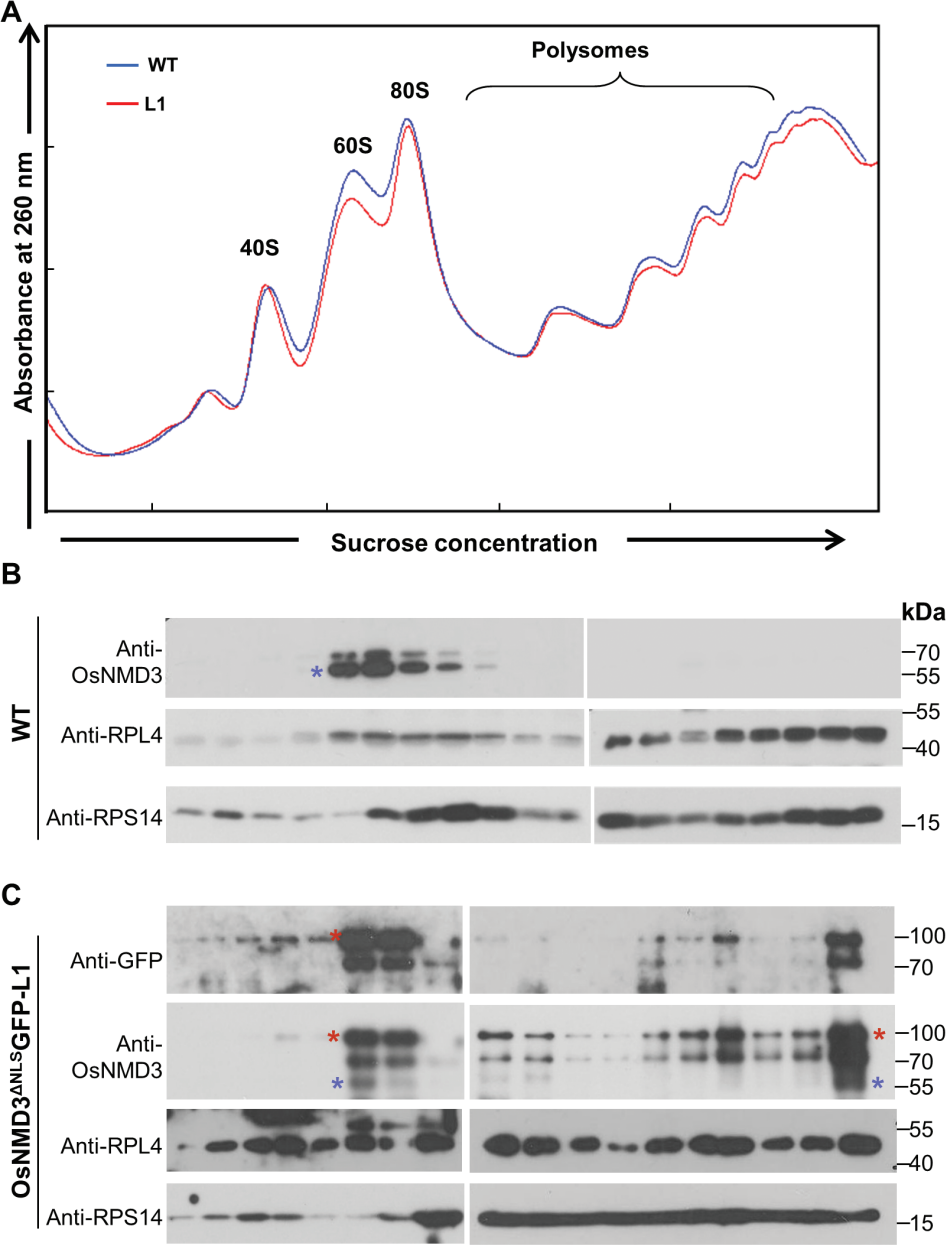
OsNMD3^ΔNLS^ interfered with the release of OsNMD3 from the 60S subunit. (A) Ribosomal extracts from wild-type and L1 plants (*OsNMD3* ^*ΔNLS*^ *GFP*) were fractionated on a 5–50% sucrose density gradient; *A*_260_ peaks representing free 40S and 60S subunits, 80S monosomes, and polysomes are indicated. (B and C) Fractions from the gradient shown in A were collected and subjected to immunoblotting with the indicated antibodies; RPL4 and RPS14 were used as the markers for the 60S and 40S subunits, respectively; red and blue asterisks indicate exogenous and endogenous OsNMD3, respectively (this figure is available in colour at *JXB* online).

### OsNMD3 and OsNMD3^ΔNLS^ interact with OsRPL10Ac1

To obtain further evidence that OsNMD3 binds 60S subunits, this work determined which ribosomal proteins interact with this NMD3. RPL10 was reported to bind ScNMD3 and was thought to essential for its release from 60S subunits (Hedges *et al.*, 2005). Six RPL10 homologues are present in the rice genome. The interaction between OsNMD3 and these RPL10s was examined via a split-luciferase (split-LUC) complementation assay and yeast-two hybrid analysis. OsRPL10Ac1 (Os08g44450) was found to interact with OsNMD3 (Fig. 6A and Supplementary Fig. S3). Interestingly, deletion of the NLS did not affect the binding of OsNMD3 to OsRPL10Ac1 (Fig. 6B). This result led to the proposal that the abundant cytoplasmic OsNMD3^ΔNLS^ in L1 may interfere with the binding and release dynamics between OsNMD3 and 60S subunit.

**Fig. 6.**
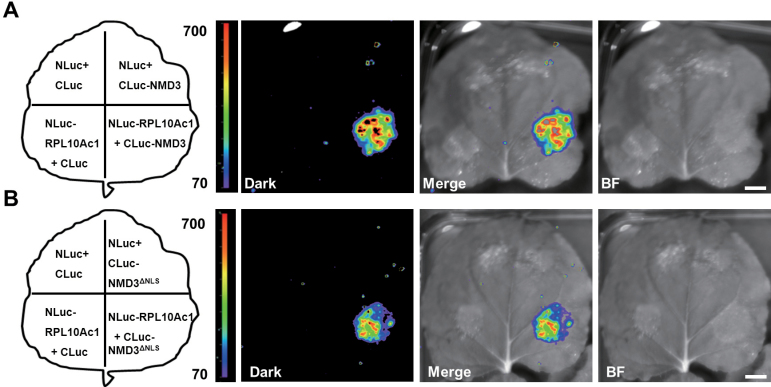
OsNMD3^ΔNLS^ interferes with the release of OsNMD3 from the 60S subunit. (A and B) Firefly luciferase complementation image showing the interaction of RPL10Ac1 with wild-type OsNMD3 (A) and OsNMD3^ΔNLS^ (B). BF, bright field. Bar, 1cm.

### Protein synthesis efficiency is decreased in plants overexpressing OsNMD3^ΔNLS^

The inferior release of OsNMD3 may compromise the maturation of pre-60S particles, leading to aberrant ribosome assembly and low protein synthesis efficiency (Panse and Johnson, 2010; Karbstein, 2013). To evaluate this possibility in L1 plants, the current work expressed the GAL4-VP16 effector, a potent transcriptional activator (Sadowski *et al.*, 1988), and a reporter harbouring the firefly luciferase gene in protoplasts isolated from the wild-type and L1 plants and then examined the luciferase activity in these protoplasts. The significantly low level of luciferase activity in protoplasts derived from L1 plants suggested that protein synthesis in the L1 plants was disturbed (Fig. 7A). Cell-wall biosynthesis is a basic process involved in plant growth (Somerville *et al.*, 2004); thus, it was used as metric to determine whether protein synthesis efficiency was altered in the transgenic plants. At the RNA level, most of the examined cell-wall-related genes were downregulated in the L2 plants (Fig. 7B). Although the RNA levels of three *cellulose synthase* (*CESA*) genes were not decreased in the L1 plants, their protein levels were obviously decreased in L1 and dramatically decreased in L2 (Fig. 7B), which is consistent with their reduced cellulose content (Fig. 7C). The alterations in other noncellulosic sugars further suggested a broad change in cell-wall composition. Therefore, the reduced abundance of CESAs and cellulose content suggested that translation was compromised in the transgenic lines.

**Fig. 7.**
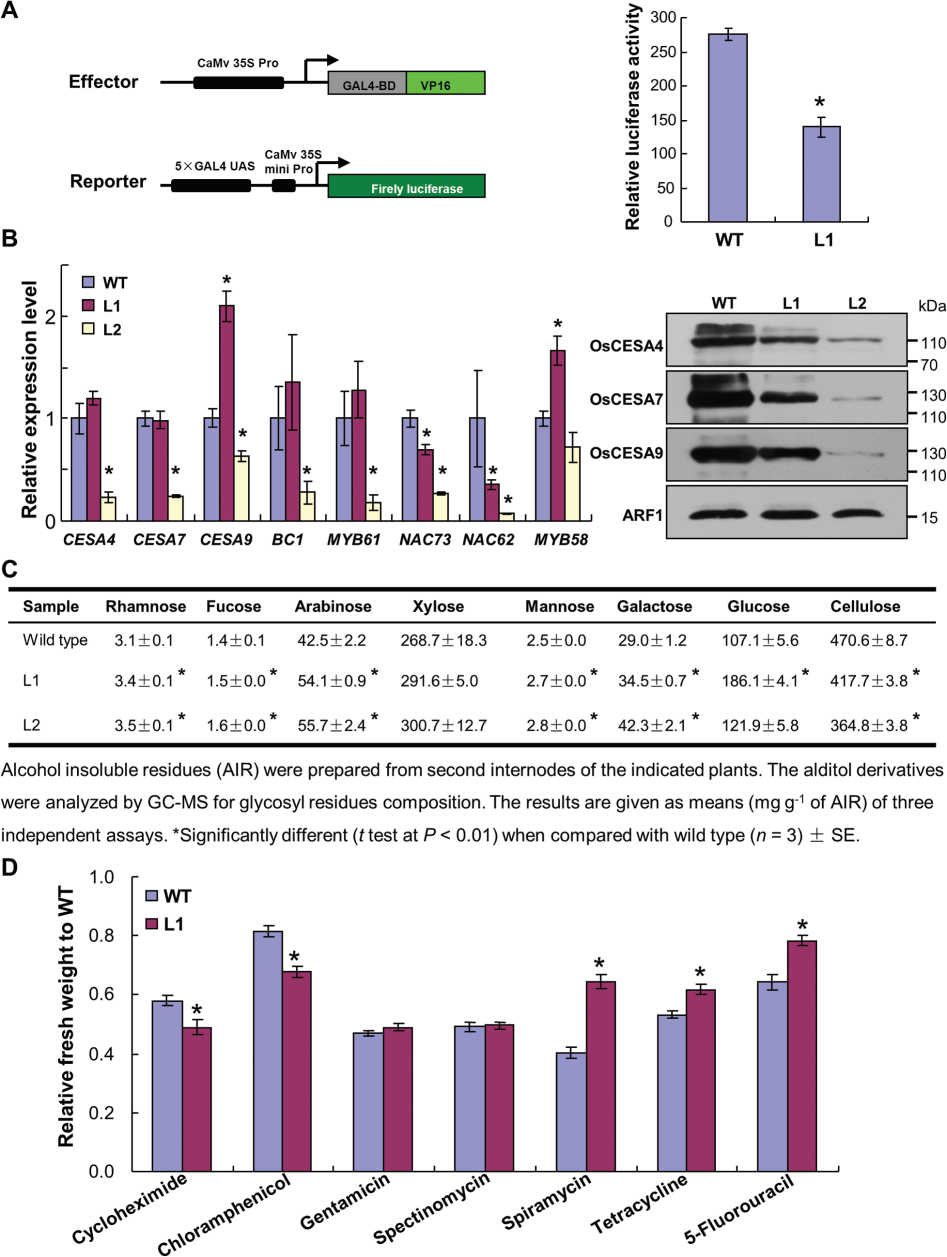
The translational efficiency of plants expressing *OsNMD3* ^*ΔNLS*^ *GFP* is reduced. (A) Transactivation assay of GAL4-VP16 in protoplast cells isolated from wild-type and L1 plants. (B) Relative expression levels of genes implicated in cell-wall biosynthesis in wild-type and two transgenic lines (left panel); data are mean±SE (*n*=3, *P<0.01 by Student’s *t*-test); protein blots were probed with rice CESA-specific antibodies; total membrane proteins were extracted from wild-type and two transgenic lines (right panel); molecular weights (kDa) are indicated. (C) Cell-wall composition of the internodes of the wild-type and two transgenic lines. (D) Pharmaceutical treatment of 4-d-old wild-type and L1 seedlings was performed in media containing different concentrations of antibiotics and chemicals for 6 d; relative freshweight was determined by considering the weight of untreated seedlings as the reference. Data are mean±SE (*n*=30, *P<0.01 by Student’s *t*-test) (this figure is available in colour at *JXB* online).

This work further employed pharmaceutical treatments to verify the above conclusion. Cycloheximide is an inhibitor of protein synthesis (Oleinick, 1977). The L1 plants showed moderate hypersensitivity to this chemical, indicating altered protein synthesis efficiency (Fig. 7D). To determine whether this deficiency was due to aberrant ribosomal structure, the wild-type and L1 seedlings were treated with a series of antibiotics and measured the relative freshweight after the treatments. The antibiotics applied for these pharmaceutical treatments are targeted to different ribosomal locations in prokaryotes (Rosado *et al.*, 2010). Compared with the wild-type, L1 seedlings were resistant or hypersensitive to specific antibiotics or remained unchanged (Fig. 7D and Supplementary Fig. S4). The distinct responses of L1 plants suggested that OsNMD3^ΔNLS^ caused a structural alteration in the ribosome. 5-Fluorouracil is an inhibitor of pre-60S subunit maturation (Fang *et al.*, 2004; Staley and Woolford, 2009). Incubation of the wild-type and L1 seedlings in media containing 5-fluorouracil inhibited plant growth. Measurement of the relative freshweight revealed that L1 plants were more resistant to 5-fluorouracil treatment compared with the wild-type (Fig. 7D and Supplementary Fig. S4).

Taken together, these data indicate that expression of *OsNMD3* ^*ΔNLS*^ interferes with ribosomal quality in terms of pre-60S subunit maturation, leading to a low translational efficiency.

### OsNMD3^ΔNLS^ affects the transcription of many ribosomal genes

Plants have mechanisms that coordinate protein synthesis and gene transcription, although they operate at different cellular sites (Chen *et al.*, 2012). The altered translational efficiency may have a feedback effect on gene expression. To determine the global changes in ribosome biogenesis, an Illumina RNA sequencing approach was used to investigate the global expression profiles of the wild-type, L1, and L2 plants. 

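The RNA sequencing covered 3 libraries of oligo(dT)-enriched RNA from second internodes, 1 of wild-type plants and 1 of each of the lines L1 and L2, which carry the OsNMD3 protein without its nuclear localization signal. The authors aligned the reads to rice reference cDNAs with soap2 and deposited, for each gene with a read, the number of uniquely mapped reads, the RPKM (reads per kb of gene length per M reads on genes) and the percent of the gene length covered. The reads on genes summed to 6.03 M in the wild type, 6.28 M in L1 and 6.25 M in L2. A gene with 1 read was covered over 49 nt, so the counts come from reads of that length. The RPKM recomputed from reads, gene length and total differed from the deposited RPKM by a relative 5.1e-15 at most. For 17 genes the length differed between the tables, and each library kept its own. Log2 RPKM ratios of each line to the wild type were taken with an RPKM of 0 replaced by 0.001, as in the supplementary data. The reads of each pair of libraries were compared with the two-sided Audic-Claverie test that the methods name, with Benjamini-Hochberg adjustment over the 26694 genes (L1) or 27661 genes (L2) with a read in either library. A gene was called changed at an adjusted p under 0.001 and an absolute log2 ratio over 1. There is 1 library per genotype, so the test compares these libraries and not the genotypes, it counts read sampling as the only source of error, and no difference here has a replicate check. In simulated libraries that differed by a biological coefficient of variation of 0.2, the same test called 367 of 28305 unchanged genes, against 0 when only read sampling was simulated. edgeR's common coefficient of variation between L1 and L2, taken as 2 samples of 1 group, was 0.576, which also contains any difference between the lines. In simulated libraries that differed by that much, the test called 6869 of the 28305 unchanged genes. The scaling to total reads could also change the numbers, because the 100 genes with most reads held 25.6% of the reads in the wild type, 18.5% in L1 and 16.5% in L2.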

Because the major phenotype of the transgenic plants was dwarfism, internode mRNA was used for sequencing. Mapping the sequencing reads to rice reference cDNAs (MSU version 6.1) generated a total of 6.35, 6.56 and 6.60 million mapped reads from 6.94, 7.30, and 7.35 million clean reads of the wild-type, L1, and L2 plants, respectively (Fig. 8A). 

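The reads that the authors counted on genes after unique mapping came to 6.03 M in the wild type, 6.28 M in L1 and 6.25 M in L2, and the values here use these totals. They were spread over 24483 genes in the wild type, 25303 in L1 and 26226 in L2. The median gene with a read had 39 reads in the wild type, 59 in L1 and 61 in L2. The gene with most reads, a different one in each library, held 1.39% of the reads in the wild type, 0.948% in L1 and 2.07% in L2. A gene needs 3 reads, or 0.498 reads per M in the wild type, 0.478 in L1 and 0.480 in L2, to stand above the smallest share that this depth can show.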

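To follow how the number of detected genes depends on depth, reads were drawn at random from each library. With 10% of the reads, 18891 genes had a read in the wild type, 20115 in L1 and 20922 in L2. With 50% of the reads, the numbers were 22979, 23856 and 24707, which is 93.9%, 94.3% and 94.2% of the genes detected with all reads. With 90% of the reads, they were 24256, 25062 and 25995, or 99.1%, 99.0% and 99.1%. Genes with at least 10 reads rose from 15231 to 17779 in the wild type between 50% and all of the reads, from 17014 to 19038 in L1 and from 17673 to 19708 in L2. The evenness of the reads was taken from the deposited coverage. Among genes with 1 to 2 reads of 49 nt per position on average, the covered share of genes of 1300 to 2000 nt was 0.815 of that expected for randomly placed reads in the wild type, 0.814 in L1 and 0.801 in L2. In genes of 5000 nt or more it was 0.661 in the wild type (27 genes), 0.771 in L1 (66 genes) and 0.756 in L2 (40 genes).

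**Figure D1:**
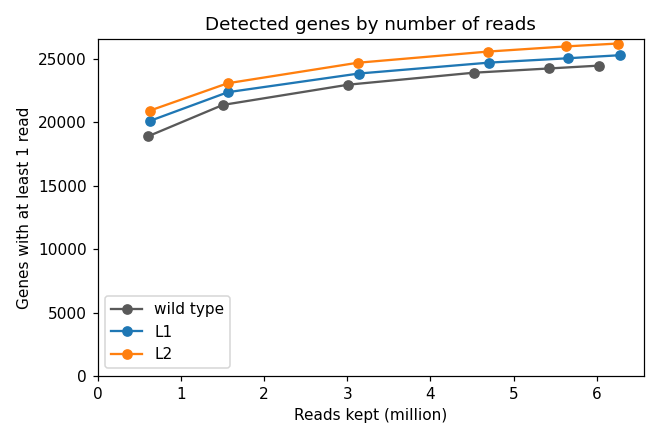
Number of genes with at least 1 read (vertical axis) against the number of reads kept in M (horizontal axis) in random draws of 10 to 100% of the reads of the wild-type, L1 and L2 libraries. The curves rise steeply up to 25% of the reads and then flatten, ending at 24483, 25303 and 26226 genes.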

The sequencing quality was reliable because the number of detected genes was saturated and the reads were distributed uniformly at random (Supplementary Fig. S5). 

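At least 1 read fell on 28505 genes in any of the 3 libraries, and 22394 genes had a read in all 3. In L1, 5323 genes were called upregulated and 1264 downregulated against the wild type. In L2, 7964 were called upregulated and 3433 downregulated. Either line changed 12527 genes. With a simulated variation of 0.576 between libraries, the value estimated from L1 and L2, the same test called 6869 of 28305 unchanged genes in 1 comparison. The calls in L1 are of about that number, and the calls in L2 are above it. Since that variation also contains any difference between the lines, the 6869 may overstate the false calls and does not show how many calls here are false. The calls include 124 genes in L1 and 493 in L2 with no read in one of the 2 libraries, and 251 and 610 genes with fewer than 30 reads in both libraries together. Scaling moved the balance of the directions. With the median-of-ratios size factors in place of total reads, 3468 genes were up and 3053 down in L1, and 5778 were up and 5359 down in L2. These factors centre the ratios between libraries, so a near-equal split largely follows from their use. With an assumed coefficient of variation of 0.4 between libraries, 12 genes were up and 1 was down in L1, and 826 were up and 121 down in L2, but that test recovered 0% of the 200 genes changed 4-fold in simulated libraries. The share of genes called depended on gene length. Of the 2461 genes of 138 to 981 nt with at least 30 reads over the 3 libraries, 8.17% were called up and 17.1% down in L1, and 14.8% up and 35.1% down in L2. Of the 2455 genes of 3191 to 13178 nt, 57.4% were up and 0.978% down in L1, and 75.4% up and 2.61% down in L2. Among genes called in both lines with a read in every library, the largest mean rises were those of LOC_Os10g40510, a lipid transfer protein family member with 1, 223 and 194 reads in the wild type, L1 and L2, and of LOC_Os04g32920, a potassium transporter with 1, 65 and 493 reads. The largest mean falls were those of LOC_Os01g57690, described as early nodulin 20 precursor, with 115, 2 and 1 reads, and of LOC_Os02g20560, a fasciclin domain protein with 219, 24 and 1 reads. Each of these 4 genes had 1 read in 1 of the libraries.

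**Figure D2:**
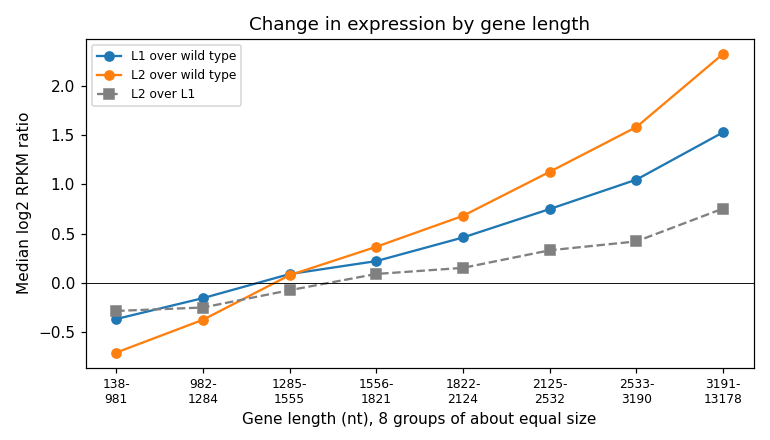
Median log2 RPKM ratio (vertical axis) in 8 groups of genes ordered by length in nt (horizontal axis), for L1 over wild type, L2 over wild type and L2 over L1. The medians rise from -0.37 to 1.53 in L1, from -0.71 to 2.32 in L2 and from -0.28 to 0.75 for L2 over L1.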

Of the 29 030 genes that were expressed in either wild-type or transgenic plants, 12 342 DEGs were detected, including 5351 (L1) and 7787 (L2) upregulated genes and 1265 (L1) and 3431 (L2) downregulated genes compared with the wild type (Fig. 8B, C and Supplementary Data S1 and S2). In addition, 5492 DEGs were consistently altered in both lines (Fig. 8D).

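Both lines had 5457 genes called changed against the wild type, of which 5374 changed in the same direction, 4507 up and 867 down. The other 83 genes, 1.52% of those called in both lines, were called in opposite directions, 44 up in L1 and down in L2, and 39 down in L1 and up in L2. Both comparisons share the single wild-type library, so an error in its counts enters both. Taking L1 and L2 as 2 samples of 1 group against the wild type, edgeR's quasi-likelihood test over 21189 genes called 0 genes past both thresholds, with a smallest adjusted p of 0.313, and 3077 genes at an unadjusted p under 0.05; the test recovered 0% of 4-fold changes at the same thresholds in simulated libraries.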

**Fig. 8.**
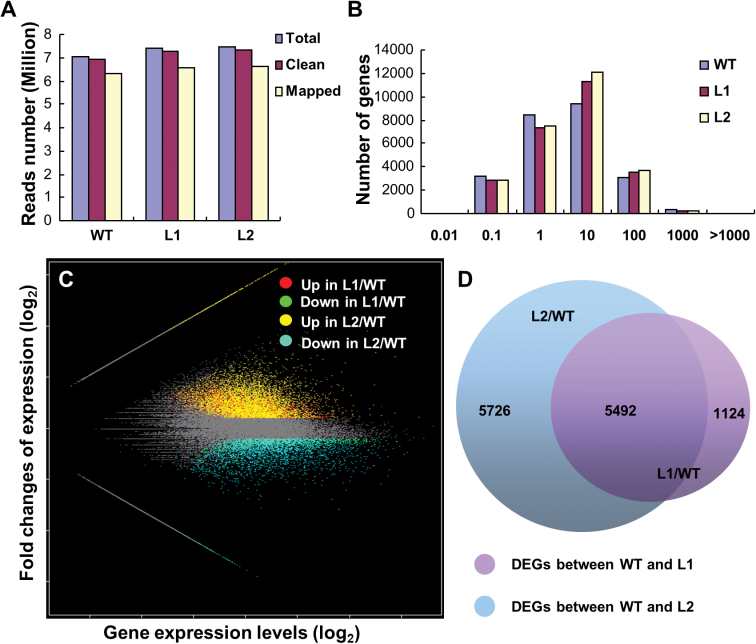
RNAseq of mRNA extracted from the internodes of wild-type plants and plants expressing the *OsNMD3* ^*ΔNLS*^ *GFP* transgene. (A) Reads from wild-type and two transgenic lines, indicating the quality of the RNAseq data. (B) Frequency of detected genes according to expression level. (C) Scatter plot showing the overall alterations in gene expression in the transgenic plants. (D) Numbers of genes with significantly altered expression levels between wild-type and transgenic plants (this figure is available in colour at *JXB* online).

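By the deposited RPKM, 811 genes in the wild type, 757 in L1 and 733 in L2 were detected at an RPKM of 0.1 or less. Between 0.1 and 1 there were 6020, 5259 and 5317 genes, and between 1 and 10 there were 9984, 9910 and 10130. Between 10 and 100 the lines had more genes, 8255 in L1 and 9096 in L2 against 6459 in the wild type. Between 100 and 1000 they had fewer, 1091 and 922 against 1135, and above 1000 as well, 31 and 28 against 74. These counts use RPKM scaled to total reads. Other scaling factors would move genes between the ranges, and the ranges were not recounted with them. The shift may therefore follow from the scaling.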

Based on the above data, this work found that the expression level of several genes required for 60S subunit biogenesis in nucleus/nucleolus was obviously altered (Fig. 9A). These factors included 60S subunit export adaptors, ATP/GTP-consuming enzymes, and RPLs. In addition, the expression level of genes required for cytoplasmic maturation was altered in the transgenic plants (Fig. 9B), indicating that the cytoplasmic maturation step was affected. 

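OsNMD3 itself (LOC_Os10g42320) had a log2 ratio of 3.31 in L1 (95% Clopper-Pearson interval 3.03 to 3.59, adjusted p = 2.82e-220 from the exact Audic-Claverie test) and of 2.51 in L2 (2.23 to 2.8, adjusted p = 9.79e-96 from the same exact test). The intervals cover counting error only. Reads of the transgene and of the endogenous gene are counted together. The files describe 3 genes as exportin 1, the export receptor, and the paper does not pair its bar with a locus in the text. LOC_Os01g26160 had log2 ratios of 0.51 in L1 and 2.48 in L2, and LOC_Os07g42180 of 1.2 and 2.04. LOC_Os11g34120 stayed within counting error in both lines, with 0.19 (interval -0.13 to 0.50) and 0.20 (interval -0.11 to 0.52). The 3 genes described as nucleolar GTP-binding protein 1 were called up in both lines. Their log2 ratios were 1.01 and 3.69 for LOC_Os06g09570, 1.76 and 4.60 for LOC_Os07g01920, and 1.5 and 2.04 for LOC_Os08g06230. With TMM factors, LOC_Os06g09570 fell to 0.67 and LOC_Os07g42180 to 0.86 in L1, and neither was then called. With a trend of the ratios on gene length removed, chosen after seeing the data, LOC_Os01g26160 was at -1.08 in L1, LOC_Os07g42180 at -0.36 and -0.34, and LOC_Os11g34120 at -0.90 and -1.40. Under this choice LOC_Os07g42180 was called in neither line, and LOC_Os01g26160 in L1 and LOC_Os11g34120 in L2 were called down. The calls of LOC_Os01g26160 in L2 (0.044), LOC_Os06g09570 in L1 (0.11) and LOC_Os07g01920 in L1 (0.90) were lost as well. With TMM factors LOC_Os11g34120 was at -0.16 and -0.31. Reads that map to more than 1 gene were not counted, so genes with near-identical copies are less certain.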

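The files describe 2 genes as eukaryotic translation initiation factor 6, the counterpart of Tif6. LOC_Os07g44620 had 540 reads in the wild type, 265 in L1 and 378 in L2, with log2 ratios of -1.09 (95% interval -1.30 to -0.87) and -0.57 (-0.76 to -0.37). LOC_Os01g17330 had 2 reads in the wild type and 1 in L1, too few to show a difference between them (interval -6.94 to 3.21), and 215 in L2, a log2 ratio of 6.70 (4.83 to 9.75). LOC_Os08g01620, described as Shwachman-Bodian-Diamond syndrome protein, was taken as the counterpart of Sdo1 after the files had been seen. It had 85, 205 and 517 reads and log2 ratios of 1.21 (0.84 to 1.59) and 2.55 (2.22 to 2.90). In L1 it was no longer called with TMM factors (0.87), with size factors (0.76) or with the length trend removed (0.98), the last chosen after seeing the data. The 3 genes for acidic ribosomal protein P0 were lower in L1, with log2 ratios of -0.73 for LOC_Os08g03640, -1.16 for LOC_Os11g04070 and -0.59 for LOC_Os12g03880. Only LOC_Os11g04070 was past the threshold of 1 in L1. In L2 their log2 ratios were 0.06, -0.14 and -0.22, and none was called. With TMM factors LOC_Os08g03640 was at -1.08 in L1, past the threshold, and at -0.45 in L2. LOC_Os07g44620 was then at -1.08 in L2 and was called down. With size factors the 3 P0 genes were all called down in L1, at -1.18 for LOC_Os08g03640, -1.61 for LOC_Os11g04070 and -1.04 for LOC_Os12g03880. In L2 they stayed within the threshold, at -0.49, -0.69 and -0.77. With the length trend removed, LOC_Os11g04070 was at 0.22 in L2.

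**Figure D3:**
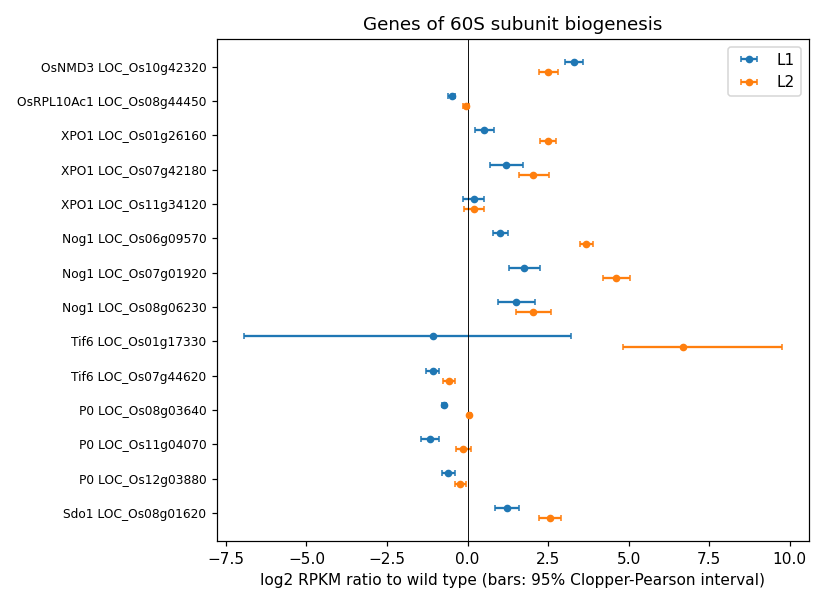
Log2 RPKM ratio to the wild type (horizontal axis) of the genes of 60S subunit biogenesis that the files describe, for L1 and L2, with 95% Clopper-Pearson intervals of the read counts as bars. OsNMD3 lies at 3.31 and 2.51, the 3 nucleolar GTP-binding protein 1 genes lie above 0 in both lines, and LOC_Os01g17330 has the widest interval.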

During ribosomal biogenesis, loading RPs on the pre-ribosome subunits is essential for ensuring functionality (Karbstein, 2013). Therefore, the current work explored the expression level of many genes that encode RPs of the large subunit and found that most of them were downregulated (Fig. 9C, D and Supplementary Table S3). Therefore, expression of *OsNMD3* ^*ΔNLS*^ altered the expression profile of many genes implicated in ribosome biogenesis.

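The files describe 75 genes as 60S ribosomal proteins, of which 72 had at least 10 reads over the 3 libraries. The paper's own list was not used here. In L1 their median log2 ratio was -0.74, 58 of the 72 lay below the wild type, and 24 passed both thresholds as downregulated against 1 as upregulated. In L2 the median was -0.45, 46 lay below the wild type, 12 were called down and 3 up. Both lines were below the wild type for 44 genes, and 57 genes were lower in L1 than in L2. OsRPL10Ac1 (LOC_Os08g44450), which has another description and is not among the 72, had log2 ratios of -0.49 (95% interval -0.60 to -0.38) and -0.05 (-0.16 to 0.05). They were -0.84 and -0.56 with TMM factors and -0.94 and -0.60 with size factors, so its level in L2 depends on the scaling. Against 10000 random gene lists of the same size and matched expression, whose median was -0.22 in L1 and -0.63 in L2, the L1 median was at percentile 0 and the L2 median at percentile 84.5. The large-subunit genes are short, with a median length of 848.5 nt against 1649 nt for all genes. Among lists matched on gene length as well, L1 was at percentile 1.29 and L2 at percentile 99.95. With the length trend removed, chosen after seeing the data, the median was -0.51 in L1, at percentile 2.8, and 0.17 in L2, at percentile 100, so the direction in L2 depends on that choice. The reads on these genes made up 2.17% of the total in the wild type, 1.19% in L1 and 1.57% in L2. The 72 genes leave out those described as ribosomal protein L with a number but without 60S. A wider rule that took these in gave 155 genes with at least 10 reads. Their median was -0.73 in L1 and -0.47 in L2, at percentiles 0 and 50.13 among lists matched on expression. Of them, 49 were called down and 7 up in L1, and 33 down and 10 up in L2.

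**Figure D4:**
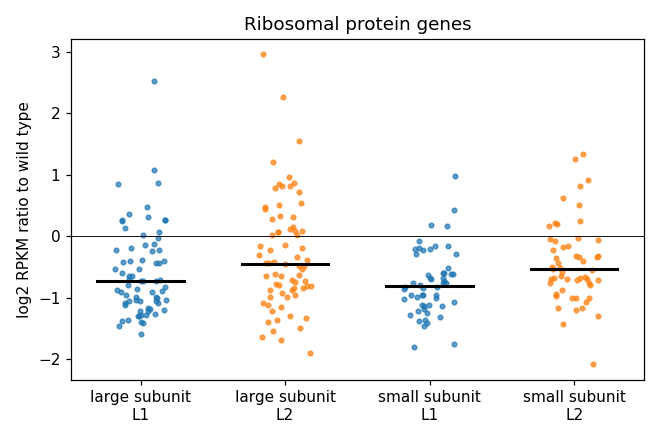
Log2 RPKM ratio to the wild type (vertical axis) of each ribosomal protein gene with at least 10 reads, for the large subunit (72 genes) and the small subunit (54 genes) in L1 and L2. Black lines are medians, at -0.74 and -0.45 for the large subunit and at -0.82 and -0.54 for the small subunit, and with the length trend removed the L2 medians were 0.17 and 0.12.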

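In these libraries, the 3 nucleolar GTP-binding protein 1 genes were called up in both lines, although in L1 LOC_Os06g09570 was not called with TMM factors or size factors, and neither it nor LOC_Os07g01920 was called with the length trend removed. Of the 3 exportin 1 genes, 1 was called up in both lines, 1 in L2 and 1 in neither. The call of the first, LOC_Os07g42180, was lost in L1 with TMM factors and size factors, and its sign changed in both lines with the length trend removed. Of the other genes, 1 of the 2 genes for initiation factor 6 was called down in L1 and the other up in L2, and 29 of the 72 large-subunit genes were called changed in at least 1 line. By line, 34.7% of the 72 were called in L1 and 20.8% in L2. Among all genes with at least 10 reads over the 3 libraries, 29.4% were called in L1 and 50.8% in L2. The large-subunit genes were thus called less often than all genes in L2. From the changes in these 3 groups, the factors of nuclear biogenesis, the factors of cytoplasmic maturation and the proteins of the large subunit, the paper concludes that the truncated protein altered the expression of many genes of ribosome biogenesis. Each comparison rests on 1 library per genotype.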

**Fig. 9.**
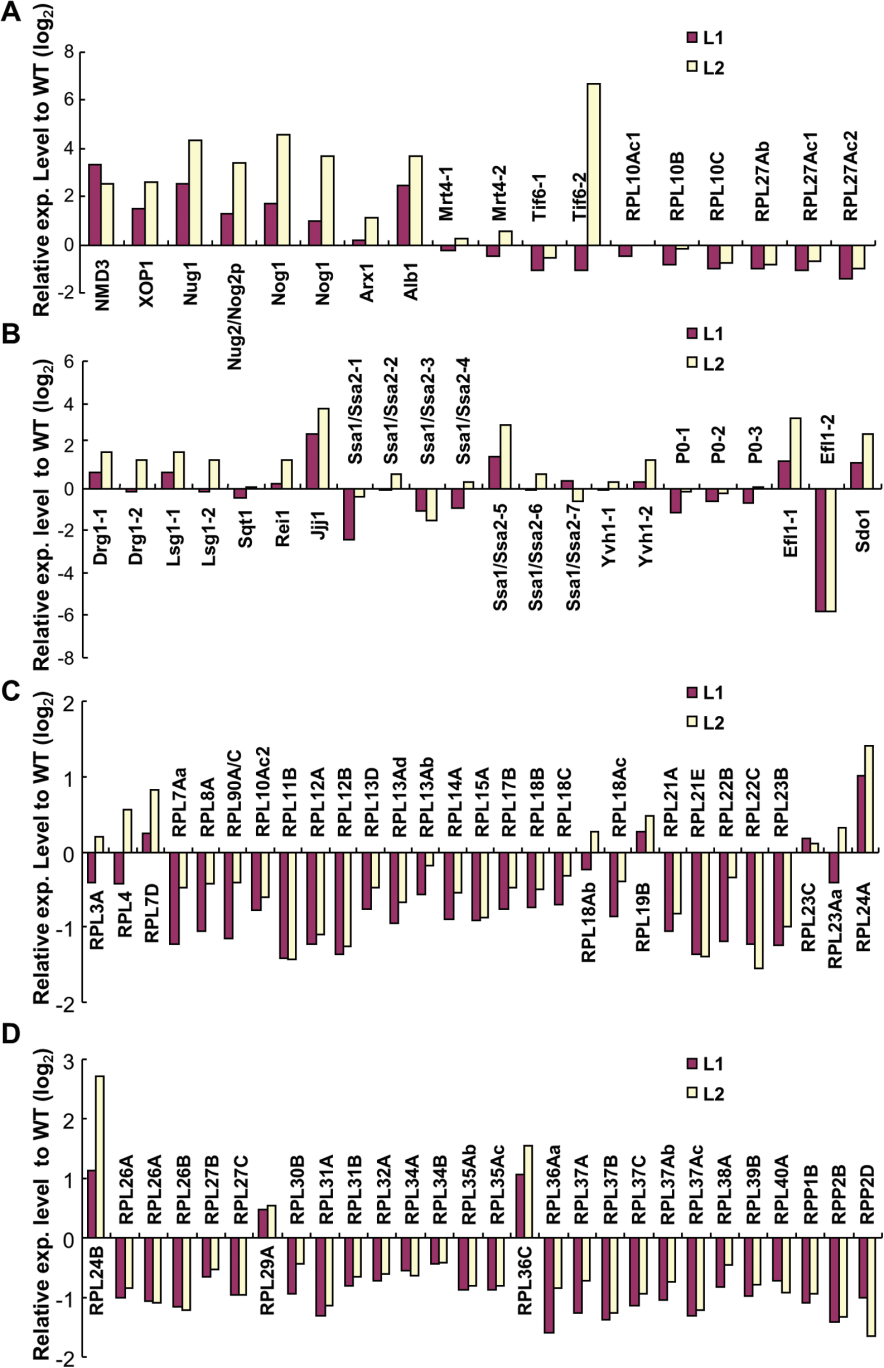
Expression levels of genes required for ribosome biogenesis in the plants expressing the *OsNMD3* ^*ΔNLS*^ *GFP* transgene. (A) Genes encoding *trans*-factors for 60S subunit export and biogenesis in nucleus. (B) Genes encoding *trans*-factors for 60S subunit cytoplasmic maturation. (C and D) Genes encoding ribosomal proteins of 60S subunits (this figure is available in colour at *JXB* online).

### Expression of OsNMD3^ΔNLS^ alters some agronomic traits

The aforementioned results prompted further examination of the effects of these aberrant 60S particles. Because the major phenotype of transgenic plants was dwarfism, the internode lengths of wild-type and L1 plants were compared, revealing a general length decrease in L1. The reduction mainly resulted from significantly decreased cell number based on analysis of longitudinal sections of internodes (Fig. 10A–D). Similar to the small panicle size (Fig. 10B), the grain size of L1 plants was also decreased, leading to reduced grain weight (Fig. 10E, F). Plant height, panicle and grain size, and grain weight are important agronomy traits that have been found to be controlled by specific quantitative trait loci (QTL) or genes. *IPA1* (*Ideal Plant Architecture1*), *GID2* (*Gibberellin-Insensitive Dwarf2*), *BRD2* (*Brassinosteroid-Deficient Dwarf2*), and *BZR1* (*Brassinazole-Resistant1*) are genes that modulate plant height (Ashikari *et al.*, 2005; Hong *et al.*, 2005; Bai *et al.*, 2007; Jiao *et al*.; 2010). qRT-PCR analysis showed that *IPA1* was significantly downregulated in both transgenic lines, whereas the expression of the other genes examined was repressed only in L2 (Fig. 10G). The reduced expression level of *IPA1* may be a primary effect of the aberrant ribosomal biogenesis in the transgenic plants. *DEP1* (*Dense and Erect Panicle1*), *GW8* (*Grain Width8*), *CIN1* (*Cell wall Invertase1*), and *GHD7* (*Grain number, plant height, and heading date7*), are the QTL or genes controlling panicle size, grain filling, grain size, and grain weight (Hirose *et al.*, 2002; Xue *et al.*, 2008; Huang *et al.*, 2009; Wang *et al.*, 2012). qRT-PCR revealed comparable as well as different expression levels (Fig. 10G), indicating that the phenotypes may not have resulted from changes in these particular genes. *DSG1* (*Delayed Seed Germination1*) is involved in stress responses (Park *et al.*, 2010). Upregulation of *DSG1* in both transgenic lines suggested that the transgenic plants were in a defensive state (Fig. 10G). The current work further employed KEGG enrichment analysis to reveal the affected pathways downstream of the above examined genes. 

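The KEGG maps were not used here, so sets were formed from the descriptions in the files, among genes with at least 10 reads over the 3 libraries. Of all 22417 such genes, 29.4% were called changed in L1 and 50.8% in L2. Of 67 aminoacyl-tRNA synthetase genes, 55.2% were called changed in L1 and 76.1% in L2, at percentiles 100 and 99.985 among 10000 random lists of matched expression. All of the called genes of this set were up, 37 in L1 and 51 in L2. Of 171 cytoskeleton genes, 48.5% were called in L1 (percentile 100) and 64.3% in L2 (percentile 99.865). Of 97 cell cycle genes, 40.2% were called in L1 (percentile 90.7) and 56.7% in L2 (percentile 63.9). Of 214 stress response genes, 30.4% were called in L1 (percentile 39.98) and 53.3% in L2 (percentile 50.0). Among lists also matched on gene length, the cytoskeleton genes were at percentile 91.4 in L2 (86.9 with TMM factors and matching on expression) and the cell cycle genes at percentile 98.25 in L1. The aminoacyl-tRNA synthetase genes stayed past the limits among these lists, at percentiles 99.21 in L1 and 99.855 in L2. They are long, with a median of 2367 nt. A trend of the ratios on gene length was then taken off, a step chosen after seeing the data. After it, 22.4% of the aminoacyl-tRNA synthetase genes were called in L1 (percentile 23.9) and 47.8% in L2 (percentile 60.1). The cytoskeleton genes stayed at percentile 99.935 in L1 but were at 83.2 in L2, inside the limits. The stress response genes were at percentile 97.885 in L1, past the limit, and at 96.88 in L2. The cell cycle genes were at 75.975 and 12.985.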

Of tens of affected pathways, cell cycle, aminoacyl-tRNA biosynthesis, cytoskeleton, and stress responses were common between and ranked high in significance in both lines (Supplementary Tables S4 and S5). These data suggest that the compromised pre-60S particles may trigger translational incompetence of certain genes, which then alters the downstream gene expression.

**Fig. 10.**
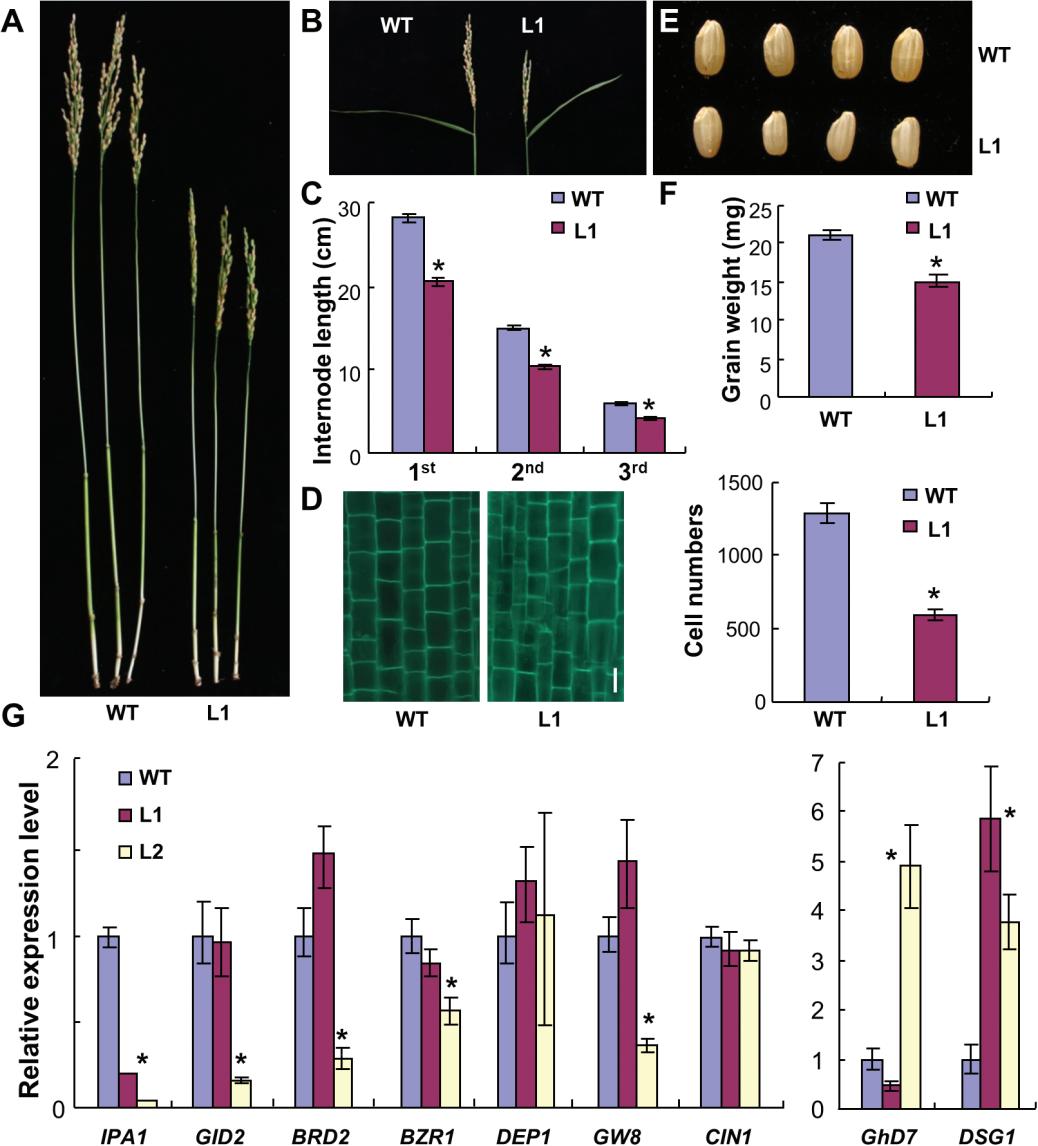
Examination of the phenotypes in plants expressing the *OsNMD3* ^*ΔNLS*^ *GFP* transgene. (A and B) Internodes and panicles of 5-month-old wild-type and L1 plants. (C) Comparison of internode length between 5-month-old wild-type and L1 plants; data are mean±SE (*n*=30, *P<0.01 by Student’s *t*-test). (D) Numbers of cells across the longitudinal axis of the third internode in wild-type and L1 plants; data are mean±SE (*n*=5, *P<0.01 by Student’s *t*-test). (E and F) Grain size and weight between the wild-type and L1 plants; data are mean±SE (*n*=3, *P<0.01 by Student’s *t*-test). (G) Relative expression of the indicated genes in wild-type and two transgenic lines; data are mean±SE (*n*=3, *P<0.01 by Student’s *t*-test) (this figure is available in colour at *JXB* online).

Taken together, these data indicate that aberrant ribosomal subunits interfere with some basic pathways of plant development by controlling the translation efficiency of certain key regulators.

## Discussion

Ribosomes comprise the basic machinery that decodes genetic information into proteins. Although the understanding of the elaborate processes of eukaryotic ribosome modification, transport, and maturation has been greatly enhanced based on the findings achieved in yeasts and animals, relevant knowledge in plants is still very limited (Dresios *et al.*, 2006; Panse and Johnson, 2010; Karbstein, 2013). Recently, increasing studies on ribosome biogenesis have been performed in *Arabidopsis thaliana*, a dicotyledonous model plant. These studies were dedicated to elucidating the functions of RPs, which function in embryo biogenesis, leaf and flower development, vacuolar trafficking, and UV response (Tzafrir *et al.*, 2004; Pinon *et al.*, 2008; Yao *et al.*, 2008; Fujikura *et al.*, 2009; Falcone *et al*., 2010; Rosado *et al.*, 2010; Szakonyi and Byrne, 2011). In addition, several *trans*-factors involved in ribosome biogenesis have been characterized (Shi *et al.*, 2005; Horvath *et al.*, 2006; Griffith *et al.*, 2007; Byrne, 2009; Chen *et al.*, 2012). However, a complete understanding of the mechanism of ribosome biogenesis in higher plants is currently far from being achieved. Rice is a monocot model system and, compared with *Arabidopsis*, fewer components related to ribosome biogenesis have been investigated in rice (Im *et al.*, 2011). A comprehensive understanding of ribosome biogenesis in rice plants is valuable because it will provide a new platform for the improvement of agronomic traits in this important crop. The current work reports the functions of a highly conserved protein, OsNMD3, in nuclear export and cytoplasmic maturation of pre-60S subunits. Knowledge about this protein provides a pathway for further investigation of the mechanisms of ribosomal biogenesis in rice plants.

In plants, the process of ribosome biogenesis has remained largely unknown; thus, the exploration of a conserved protein that has been well studied in other organisms is an optimal way to gain insight into ribosomal dynamics. NMD3 is such a protein due to its importance and conservation throughout eukaryotic species (Johnson *et al.*, 2002; Zemp and Kutay, 2007; Chen *et al.*, 2012). Rice possesses one annotated NMD3 sequence with all representative motifs, including Cx_2_C repeats at the N-terminus as well as an NLS and NES at the C-terminus. Transient expression assays in rice protoplasts revealed that OsNMD3 shuttles between the nucleus and cytoplasm via CRM1/XPO1, demonstrating its conserved behaviour as a pre-60S nuclear export adaptor, as reported in other species. OsNMD3 was further found to interact with the 60S subunit via OsRPL10Ac1, and it co-sedimented with 60S and 80S ribosome components in ribosome profile analysis.

After being transported from the nucleus, NMD3 must be released from pre-60S particles. This process occurs in the cytoplasm and is an important step toward 60S ribosome maturation (Panse and Johnson, 2010; Karbstein, 2013). In eukaryotes, the conserved *trans*-factor NMD3 and eIF6/Tif6 bind to the joining interface with 40S subunit, which blocks premature translation. Release of NMD3 from pre-60S particles can trigger the following events: joining with 40S subunits, processing precursor rRNAs, and forming fully functional ribosomes. Therefore, this step is critical for controlling ribosomal quality for translation (Gartmann *et al.*, 2010; Sengupta *et al.*, 2010; Klinge *et al.*, 2011). RPL10 and the GTPase LSG1 have been implicated in the release of NMD3 (Hedges *et al.*, 2005). However, nothing thus far is known about how cytoplasmic maturation of 60S pre-particles occurs in plants. The current work found that OsNMD3^ΔNLS^ was trapped in the cytoplasm. Therefore, truncated OsNMD3 disturbs the cytoplasmic maturation process of 60S particles and affects translational efficiency, which could be further supported by the following findings: (1) both OsNMD3 and OsNMD3^ΔNLS^ bound to OsRPL10Ac1; surplus cytoplasmic OsNMD3^ΔNLS^ may therefore bind to OsRPL10Ac1 and disturb its normal interaction with endogenous OsNMD3; (2) overexpression of *OsNMD3* ^*ΔNLS*^ altered the ribosomal structure and interfered with the release of endogenous OsNMD3 from 60S subunits; the presence of OsNMD3^ΔNLS^ in polysomes indicated that cytoplasmic OsNMD3^ΔNLS^ might be loaded onto the ribosome by an unknown mechanism; and (3) transgenic plants showed a reduction in translational efficiency and altered ribosomal structure based on transactivation assays and pharmaceutical treatments with several antibiotics. The protein abundance of CESAs, which participate in cellulose biosynthesis, was significantly low in the OsNMD3^ΔNLS^ transgenic lines, providing solid evidence that OsNMD3^ΔNLS^ decreased the efficiency of protein synthesis. The observation of reduced cellulose content and altered sugar composition was similar to that reported in *Arabidopsis* plants overexpressing *AtNMD3* ^*ΔNES*^ (Chen *et al.*, 2012). However, the underlying mechanism differs because the latter was due to the obstruction of AtNMD3 nuclear export. Cell-wall biosynthesis is sensitive to the functionality of nascent ribosomes because these processes are likely to require rapid, abundant protein synthesis. Moreover, RNA sequencing was used to perform a genome-wide examination of the pathways affected by the aberrant 60S particles. The expression level of many factors involved in ribosomal biogenesis was significantly altered in the transgenic plants. This study thus pioneered the knowledge about ribosomal assembly in higher plants, although further studies are needed.

Ribosome-mediated phenotype control is an intriguing means of trait manipulation, especially in crops such as rice. Therefore, this work characterized the phenotypes that arose due to aberrant ribosome quality in the transgenic plants. The plants expressing *OsNMD3* ^*ΔNLS*^ exhibited pleiotropic phenotypes, such as dwarfism, reduced grain weight, and slow growth, which were attributed to alterations in cell morphogenesis and proliferation pathways, as revealed by RNA sequencing analysis. The expression levels of *IPA1*, *DSG1*, and other genes, which locate upstream of these pathways and control certain agronomic traits (Jiao *et al.*, 2010; Park *et al.*, 2010) were significantly altered, suggesting that translation of certain genes might be sensitive to ribosome quality. This study therefore may provide a new platform for improving agronomic traits by manipulating protein synthesis in rice plants.

## Supplementary material

Supplementary data are available at *JXB* online.

Supplementary Fig. S1. Bioinformatics analysis of NMD3 sequences from different species.

Supplementary Fig. S2. Expression of *OsNMD3GFP* in rice.

Supplementary Fig. S3. Interaction of OsNMD3 with the indicated RPLs.

Supplementary Fig. S4. Growth status of wild-type and *OsNMD3* ^*ΔNLS*^ *GFP* transgenic plants treated with antibiotics and chemicals.

Supplementary Fig. S5. Quality of RNAseq data of wild-type and two transgenic lines expressing *OsNMD3* ^*ΔNLS*^ *GFP*.

Supplementary Table S1. PCR primers.

Supplementary Table S2. qRT-PCR primers.

Supplementary Table S3. Alterations in expression of genes encoding ribosomal proteins according to RNAseq data for wild-type and transgenic plants.

Supplementary Table S4. Significant pathways in L1 plants detected by KEGG analysis.

Supplementary Table S5. Significant pathways in L2 plants detected by KEGG analysis.

Supplementary Data S1. Genes upregulated or downregulated 2-fold in RNAseq data of L1 compared with wild type.

Supplementary Data S2. Genes upregulated or downregulated 2-fold in RNAseq Data of L2 compared with wild type.

Supplementary Data

# Supplementary material for: Retention of OsNMD3 in the cytoplasm disturbs protein synthesis efficiency and affects plant development in rice
**Source:** J Exp Bot. 2014 Apr 10;65(12):3055–69. doi: 10.1093/jxb/eru150
**Supplement:** Supplementary Data

Retention of OsNMD3 in the cytoplasm disturbs protein synthesis efficiency and affects plant development in rice — Supplementary Data 

# Retention of OsNMD3 in the cytoplasm disturbs protein synthesis efficiency and affects plant development in rice

## Supplementary Data

Data files

**Files in this Data Supplement:**

- Supplementary Data - Supplementary Data
- Supplementary Data - Supplementary Data
- Supplementary Data - Supplementary Data

How the deposited data were processed for this re-analysis (not part of the article)

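RNA from second internodes of the wild type and of the lines L1 and L2 was sequenced in 3 libraries, 1 per genotype. The authors aligned clean reads to rice reference cDNAs with soap2 and deposited, for each gene with a read, 3 measurements. The deposited counts are whole numbers of uniquely mapped reads without normalization, and a gene that is not listed was taken as 0. The deposited RPKM is the count per kb of gene length per M (mega) reads on genes, and recomputing it gave a largest relative difference of 5.1e-15. The coverage that the authors deposited is the percent of the gene length covered by reads. The aligner's version and its mismatch setting were not used here. For 17 genes the length differs between the tables, and each library's own length was kept.

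The totals of 6.03 M (wild type), 6.28 M (L1) and 6.25 M (L2) reads on genes set the precision. Intervals of log2 ratios are 95% Clopper-Pearson intervals of the share of a gene's reads in each of the 2 libraries, and they cover counting error only. A gene with fewer than 3 reads lies below the smallest share the depth can show.

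Log2 ratios of RPKM were computed with an RPKM of 0 set to 0.001. The main test is the two-sided Audic-Claverie test with Benjamini-Hochberg adjustment, with calls at an adjusted p under 0.001 and an absolute log2 ratio over 1, as in the methods of the paper. It compares 2 libraries, not genotypes. Gene sets were formed from the descriptions in the files and placed by percentile among 10000 random lists of the same size, drawn in 20 bins of mean RPKM from genes with at least 10 reads over the 3 libraries. A percentile of 2.5 or less, or of 97.5 or more, was taken as past the limits. For lists also matched on gene length, each gene was replaced by 1 of its 50 nearest neighbours.

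The alternatives set beforehand were edgeR's TMM factors (0.821 for the wild type, 1.04 for L1 and 1.17 for L2), median-of-ratios size factors, 1 read added to each count, a filter of at least 10 reads in 1 of the libraries, Fisher's exact test, edgeR's exact test with an assumed biological coefficient of variation of 0.2 or 0.4, edgeR's quasi-likelihood test of L1 and L2 as 2 samples against the wild type, a filter of at least 100 reads, lists matched on length, and a wider rule for large-subunit genes. Removing a smooth trend of the log2 ratio on gene length (lowess with a fraction of 0.3, fitted on genes with at least 30 reads) was chosen after seeing the data.

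The genes named are OsNMD3 and OsRPL10Ac1 by the loci in the paper, genes whose description names a factor of Fig. 9A and B, and the 2 genes with the largest rise and the 2 with the largest fall of the mean log2 ratio among genes called the same way in both lines with a read in every library, and, for the closing part, the cellulose synthase genes CESA4, CESA7 and CESA9, which the files name. This rule was fixed before the data were examined. The gene taken for Sdo1 and the genes taken for Efl1 were paired after the data had been seen. Names of genes come from the descriptions in the tables.

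The scripts were tested on simulated counts with 200 of 28505 genes changed 4-fold. The Audic-Claverie test recovered 98% of them with 0 false calls under read sampling only. With a coefficient of variation of 0.2 between libraries it recovered 95% with 367 false calls, and with the variation of 0.576 that edgeR estimated from L1 and L2 it recovered 75% with 6869 false calls. The estimate of 0.576 also contains any difference between the lines. edgeR's exact test with an assumed variation of 0.2 recovered 38.5%, and with 0.4 it recovered 0%, as did the quasi-likelihood test. At an unadjusted p under 0.05 these last 2 recovered 72% and 99.5%. With a simulated length trend, the test made 869 false calls before and 0 after the trend was removed. The simulated trend was less steep than those fitted in L1 and L2, and it was combined with read sampling only. It therefore shows that the removal works in that setting and not how many false calls the trend made here. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6, R 4.3.3 and edgeR 4.0.16 were used. Quantitative PCR, protein blots and phenotypes were not analysed here, nor were the KEGG maps.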

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

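The tests of read depth, of expression level, of few reads in the genes called in opposite directions, of a short covered stretch and of gene length for the L2 to L1 ratio of large-subunit genes were set out before their results were known, and the other tests were chosen after the result was seen. All rest on 1 library per genotype, so no pattern can be told apart from a difference between single libraries or batches. No separate test for a mislabelled sample was run. OsNMD3, the gene of the transgene, had 119 reads in the wild-type library against 1227 in L1 and 703 in L2. These reads argue against a swap of the wild type with a line, while a swap of L1 with L2 remains open.

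The paper's text does not discuss gene length, and the log2 ratios rose with it in both lines. Across 19639 genes with at least 30 reads, Spearman's rho of log2 ratio and length was 0.424 in L1 and 0.445 in L2. Genes are not independent replicates. Low read depth does not account for it, since rho was 0.497 in L1 among the 12453 genes with at least 200 reads. Nor does expression level, since the partial rho given mean RPKM was 0.402. A fault of the wild-type library alone would leave the ratio of L2 to L1 flat, but its rho with length was 0.293. Loss of part of long transcripts in the wild-type library may contribute to it and remains open. The paper's text does not give the coverage values by length. Genes of 5 kb or more with 1 to 2 reads of 49 nt per position were compared. Density was matched only within that band, and each library has its own genes in it. The covered share was 0.661 of the random expectation in the wild type (27 genes), against 0.771 in L1 (66 genes) and 0.756 in L2 (40 genes). The lower share may come from RNA quality in the wild-type library or from the genotype, and 1 library per genotype cannot separate them.

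The small-subunit ribosomal protein genes, which the paper's text does not discuss, had a median log2 ratio of -0.82 in L1, at percentile 0 among matched lists, and -0.54 in L2, at percentile 83.4. Short genes are a candidate explanation. Among lists matched on length, the L1 percentile was 0.50, but with the length trend removed it was 17.2, so the 2 controls disagree and the explanation stays open. For the large-subunit genes in L1 the 2 controls lay close together, at percentile 1.29 among lists matched on length and 2.8 with the trend removed, on either side of the limit of 2.5.

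The lines differed from each other in the large-subunit genes. The median log2 ratio of L2 to L1 was 0.27 over the 72 genes, at percentile 100 among lists matched on expression and also at percentile 100 among lists matched on length. Short genes had lower ratios of L2 to L1, with a median of -0.28 in the shortest group, so matching on length could not have removed a positive ratio and decides nothing. The percentile describes these 2 libraries and is not a test of the lines. It may reflect a difference between the lines or between their libraries.

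In 83 genes the call was up in one line and down in the other. All 83 also passed both thresholds between L2 and L1, which follows largely from how they were chosen. Of them, 96.4% had at least 100 reads over the 3 libraries, but since a called gene needs reads, this share decides nothing. In simulated libraries with read sampling only, the same test made 0 false calls among 28305 unchanged genes. That argues against counting error from few reads as the reason for the 83 opposite calls. With a simulated variation of 0.576 between libraries the test made 6869 false calls, so such variation remains open. That variation was estimated from L1 and L2 and also contains any difference between the lines.

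LOC_Os01g17330, 1 of 2 genes for initiation factor 6, differed between the lines by a log2 ratio of L2 to L1 of 7.75 (adjusted p = 6.59e-62 from the exact Audic-Claverie test). The ratio rests on 1 read in L1 against 215 in L2. A gene with fewer than 3 reads is below what the depth can show, so the size of the ratio is uncertain. Reads shared with the paralog LOC_Os07g44620 would lower the paralog in L2. The paralog had 113 reads more in L2 than in L1 but fewer in L2 (378) than in the wild type (540). Shared reads therefore remain open and may contribute. Reads from a short stretch of LOC_Os01g17330 would leave it mostly uncovered in L2, but the covered length was 0.841 of that expected at random. Contamination of the library was not tested.

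OsNMD3 had fewer reads in L2 than in L1, with a log2 ratio of L2 to L1 of -0.80 (adjusted p = 1.35e-31 from the exact Audic-Claverie test). Library scaling left it at -0.90 with the median-of-ratios size factors, and removing the gene length trend left it at -1.21. Both corrections lower the ratio of L2 to L1 for a gene of this length whatever its reads, so neither could have removed the difference, and neither decides between technical and biological explanations. In the qRT-PCR of the paper (Fig. 3B), L2 has the higher level.

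CESA4 (LOC_Os01g54620), CESA7 (LOC_Os10g32980) and CESA9 (LOC_Os09g25490), whose RNA-seq values the paper's text does not give, had a median log2 ratio of L2 to L1 of -1.57. It was -1.67 with the median-of-ratios size factors and -2.29 with the gene length trend removed. Both corrections lower this ratio for genes of this length whatever their reads, so they decide nothing here. Against the wild type their log2 ratios were -0.10, -0.50 and -0.11 in L1 and -1.66, -2.14 and -1.67 in L2. Those in L1 were -0.44, -0.85 and -0.46 with TMM factors, and -0.55, -0.95 and -0.56 with size factors. With the length trend removed, which was chosen after seeing the data, those in L1 were -1.44, -1.88 and -1.53. The size of the fall in L1 thus depends on the scaling, and passing the threshold of 1 depends on removing the trend. In the qRT-PCR of the paper, RNA of its CESA genes was not decreased in L1, while their protein was. From the lower protein and cellulose the paper proposes that translation was compromised. A fall of this RNA in L1 would bear on that reading, and the values here do not settle it.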

How the results depend on the processing

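Adding 1 read, a filter of at least 10 reads and Fisher's exact test left every count of changed genes within 1.5 times its value. The p-values of the authors were not run as an alternative, because the deposited tables hold none for all genes. No replicate could be left out, since each genotype has 1 library.

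With TMM factors, 2519 genes were down in L1 and 5226 in L2. With median-of-ratios size factors, 3468 were up and 3053 down in L1, and 5359 down in L2. The total in either line stayed close to 12527 under both. With an assumed variation of 0.2, 2264 genes were up and 149 down in L1, 1740 were down in L2, 7403 changed in either line, 2071 in both and 2061 the same way. With 0.4 the numbers were 12 up and 1 down in L1, 826 up and 121 down in L2, 948 in either line, 12 in both and 12 the same way. The quasi-likelihood test gave 0 genes, and 3077 at an unadjusted p under 0.05. Since the last 2 tests recovered 0% of simulated 4-fold changes, their low counts may reflect a lack of power. The simulation used a variation of 0.2, while edgeR estimated 0.576 between L1 and L2, so variation between the libraries is not separated from lack of power.

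With the length trend removed, chosen after seeing the data, 2801 genes were up and 2259 down in L1, and 4738 were up in L2. The median log2 ratios of the large-subunit genes were then -0.51 in L1, at percentile 2.8, and 0.17 in L2, and those of the small-subunit genes -0.46 and 0.12. The percent called fell to 22.4 in L1 and 47.8 in L2 for aminoacyl-tRNA synthetase genes, to 40.2 in L2 for cell cycle genes and to 48.5 in L2 for cytoskeleton genes, all inside the limits, and stayed at 30.4 in L1 for stress response genes, at percentile 97.9.

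In lists matched on length, the medians in L2 of -0.45 (large subunit) and -0.54 (small subunit) lay above the lists, the 40.2% of cell cycle genes in L1 lay past the limits, the 64.3% of cytoskeleton genes in L2 no longer did, and the 30.4% of stress response genes in L1 moved to the other side of the lists. The last also did so at 38.3% with at least 100 reads. With TMM factors, 57.9% of cytoskeleton genes in L2 lay inside the limits and 53.3% of stress response genes in L2 moved to the other side of the lists. Sides within the limits carry no call.

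Of single genes, the exportin 1 gene LOC_Os11g34120 changed sign with TMM factors (-0.16 in L1, -0.31 in L2), size factors (-0.26, -0.35) and the length trend removed (-0.90, -1.40). LOC_Os08g03640 changed sign in L2 with TMM factors (-0.45) and size factors (-0.49). With the length trend removed, signs also changed for LOC_Os01g26160 in L1 (-1.08), LOC_Os07g42180 (-0.36 and -0.34), LOC_Os08g44450 in L2 (0.080), LOC_Os11g04070 in L2 (0.22) and LOC_Os03g44780 in L1 (-0.0063). Of the 176 values of single genes under alternatives, 142 kept direction and call, 12 were weaker, 8 stronger and 14 changed sign. OsNMD3 stayed up and called in both lines under every alternative run for it. Calls were also lost with the length trend removed for LOC_Os01g26160 in L2 (0.044), LOC_Os06g09570 in L1 (0.11), LOC_Os07g01920 in L1 (0.90) and LOC_Os08g01620 in L1 (0.98). The cause of these changes was not tested.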

Differences from the paper's values

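No value that the paper states in its text differed by more than 1.5 times from the value here in the main setting. The paper's 12342 changed genes stand beside 12527, and its 5492 genes changed in both lines beside 5457. The paper's 5351 and 7787 upregulated genes stand beside 5323 and 7964, and its 1265 and 3431 downregulated genes beside 1264 and 3433. In the parts of Supplementary Data S1 and S2 used here, all 1183 and 1228 genes had the same reads as the deposited tables, and 1168 and 1203 of them were called the same way.

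The paper ranks cell cycle and stress responses high among the affected pathways in both lines. Sets formed here from gene descriptions, which are not the KEGG maps of the paper, placed the cell cycle genes at percentile 90.7 in L1 and 63.9 in L2, and the stress response genes at 39.98 and 50.0. Among lists matched on length, an alternative set before the data were examined, the cell cycle genes were at percentile 98.25 in L1, past the limit. With the length trend removed, which was chosen after seeing the values, the stress response genes were at 97.885 in L1, also past the limit. The paper states that most large-subunit genes were downregulated. Of the 72 here, 58 in L1 and 46 in L2 lay below the wild type, and 24 and 12 passed both thresholds. Of the 155 genes under the wider rule, 123 in L1 and 104 in L2 lay below the wild type, and 49 and 33 were called down. The exportin 1 bars lie at about 1.5 for L1 and about 2.6 for L2 in Fig. 9A, read by eye, while the 3 genes with that description had log2 ratios of 0.51 and 2.48, 1.2 and 2.04, and 0.19 and 0.20.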

Other observations

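The tests here of the balance of calls were set out before their results were known. More genes were called up than down, by a ratio of 4.21 in L1 and 2.32 in L2. A few genes taking many reads of the wild type may contribute. The 177 genes that rank among the 100 with most reads in any library were left out of the totals. The ratio was then 2.78 in L1, between the limits set for either answer, and 1.80 in L2. The gene length trend remains open too. The ratio was 3.69 in L1 and 2.35 in L2 with the trend removed and the median ratio kept. Keeping the median, however, largely keeps the imbalance. With the trend removed without keeping the median, chosen after seeing the data, 2801 genes were up and 2259 down in L1, and 4738 up and 4647 down in L2, but this centres the ratios and so largely removes the imbalance.

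The p-values in Supplementary Data S1 and S2 followed the reads. Among genes with a wild-type read in the parts used here, Spearman's rho of the paper's p and the wild-type reads was -0.995 over 1066 genes in L1 and -0.999 over 782 genes in L2. With the reads of the line itself it was -0.942 and -0.853. The paper's p was over 1000 times the p computed here for 775 and 750 of these genes. The log2 ratios were equal to the digits printed.

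The files describe 2 genes as elongation factor Tu family protein, which were compared with the Efl1 bars of Fig. 9B after the values had been seen. LOC_Os03g44780 had 28, 71 and 280 reads in the wild type, L1 and L2, and log2 ratios of 1.28 in L1 and 3.27 in L2. Its call in L1 was lost with TMM factors (0.94), with size factors (0.83) and with the length trend removed (-0.0063), while its call in L2 stayed. LOC_Os02g33850 had 1, 0 and 0 reads, so its log2 ratio of -5.78 in both lines rests on 1 read and on the value put in place of an RPKM of 0.

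Between L2 and L1, 6352 genes passed both thresholds, 3701 higher in L2 and 2651 lower.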
